# LncRNA5251 inhibits spermatogenesis via modification of cell-cell junctions

**DOI:** 10.1186/s13062-023-00381-x

**Published:** 2023-06-15

**Authors:** Cong Zhang, Dongxin Lu, Tong Niu, Zhongyi Sun, Yandi Wang, Xiao Han, Bohui Xiong, Wei Shen, Qingyuan Sun, Yong Zhao, Weidong Zhang, Yanni Feng

**Keywords:** Male fertility, lncRNA5251, Spermatogenesis, Cell junctions

## Abstract

**Background:**

Male factors-caused decline in total fertility has raised significant concern worldwide. LncRNAs have been identified to play various roles in biological systems, including spermatogenesis. This study aimed to explore the role of lncRNA5251 in mouse spermatogenesis.

**Methods:**

The expression of lncRNA5251 was modulated in mouse testes in vivo or spermatogonial stem cells (C18-4 cells) in vitro by shRNA.

**Results:**

The sperm motility in two generations mice after modulation of lncRNA5251 (muF0 and muF1) was decreased significantly after overexpression of lncRNA5251. GO enrichment analysis found that knockdown lncRNA5251 increased the expression of genes related to cell junctions, and genes important for spermatogenesis in mouse testes. Meanwhile, overexpressing lncRNA5251 decreased the gene and/or protein expression of important genes for spermatogenesis and immune pathways in mouse testes. In vitro, knockdown lncRNA5251 increased the expression of genes for cell junction, and the protein levels of some cell junction proteins such as CX37, OCLN, JAM1, VCAM1 and CADM2 in C18-4 cells. LncRNA5251 is involved in spermatogenesis by modulation of cell junctions.

**Conclusion:**

This will provide a theoretical basis for improving male reproductive ability via lncRNA.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13062-023-00381-x.

## Introduction

At present, the decline of male fertility has caused widespread concern. Reasons for reduced reproductive ability and even infertility include obesity, diabetes, environmental chemicals and genetic factors [1–4]. Many studies have reported that air pollutants are key factors affecting human reproductive health [5, 6]. Spermatogenesis is the process to produce male gametes, which is a fine-regulated process in which germ cells produce mature sperm through a series of proliferation and differentiation [7]. During the transformation of spermatogonia into sperm, various types of germ cells migrate from the basal to the seminiferous lumen, and the interaction between germ cells, Sertoli cells, as well as germ cells and Sertoli cells playing vital roles for this process. The blood-testis-barrier (BTB) is formed by special connections between Sertoli cells, including tight junctions (TJ), cytoplasmic specialization, desmosomes, and gap junctions (GP). The connections between cells communicate with each other through secreted factors and signal molecules, forming a bidirectional signaling system to promote spermatogenesis. The complex formed between junction proteins enables BTB to be opened and closed in an orderly manner, which promotes the migration of developing germ cells from the basement membrane to the lumen without damaging the integrity of BTB [8].Therefore, the cell junction proteins Cx43, Occludin and Claudin play an important roles in BTB. It is suggested that BTB is one of the tightest tissue barriers in mammals [9–11], and it provides a functional microenvironment for spermatogenesis.

LncRNA is a type of RNA with a length more than 200 nt and no coding capacity, which is usually transcribed by RNA polymerase II/III [12]. It is rich in species, complex in function, low in sequence conservation among different species, specific in tissue and developmental stages [13]. The lncRNA sequence is poorly conserved, however it is an important regulator of gene expression, which can play crucial roles in different biological processes [14, 15]. LncRNA can regulate the expression of target genes at transcriptional, post-transcription and epigenetic levels [16]. It has been noted that lncRNA is involved in spermatogenesis, which plays an important regulatory role in spermatogonial stem cell proliferation [17], germ cell meiosis [18] and sperm maturation [19]. A small number of lncRNAs such as Tsx, Drm, etc. have been verified and functionally characterized, but the functions of most lncRNAs in spermatogenesis are still poorly understood.

Our previous investigation uncovered that air pollutants (NH_3_, H_2_S)-decreased mouse male fertility can be heritable, and many lncRNAs were altered in mouse sperm. However, we did not know the functions of these changed lncRNAs in mouse sperm. The aim of this study was designed to explore the functions of the altered mouse sperm lncRNAs and the underlying mechanisms, which will provide a theoretical basis for improving male reproductive ability at molecular level, and provide a scientific guidance for improving male reproductive ability.

## Materials and methods

**Study design.** All animal procedures used in this study were approved by the Animal Care and Use Committee of the Institute of Animal Sciences of Chinese Academy of Agricultural Sciences. Mice were maintained in specific pathogen-free (SPF) environment under a light: dark cycle of 12:12 h, at a temperature of 23 ℃ and humidity of 50–70%; they had free access to food (chow diet) and water [20–22].

*Animal Experiment I: NH*_*3*_*/H*_*2*_*S study* [20, 22]. Three-week-old ICR male mice were dosed with phosphate buffered saline (PBS) as vehicle control (Control group) or with Na_2_S-50 mg/kg body weight (BW) + NH_4_Cl-50 mg/kg BW (NH_3_/H_2_S group) [23, 24] once daily for 5 weeks. There were 60 mice/group. The volume of gavage was 0.1 ml/mouse/day. Subsequently, 30 mice/treatment were humanely terminated for the analysis of sperm quality and other parameters. A further 30 mice/treatment were mated with normal (untreated) ICR female mice (male: female; 1:2). After birth of the F1 litter, the number of live pups/litter was counted and all mice were raised similarly without further treatment. At the age of 8 weeks (F1), 30 male mice/treatment were humanely terminated for analysis of sperm quality and other parameters. A further 30 male mice/treatment were mated with normal ICR female mice (male: female; 1:2) and subsequently underwent a similar procedure. After birth of the F2 litter, the number of live pups/litter was counted and all mice were raised in a similar manner without further treatment (Study scheme in Fig. 1a).

**Fig. 1:**
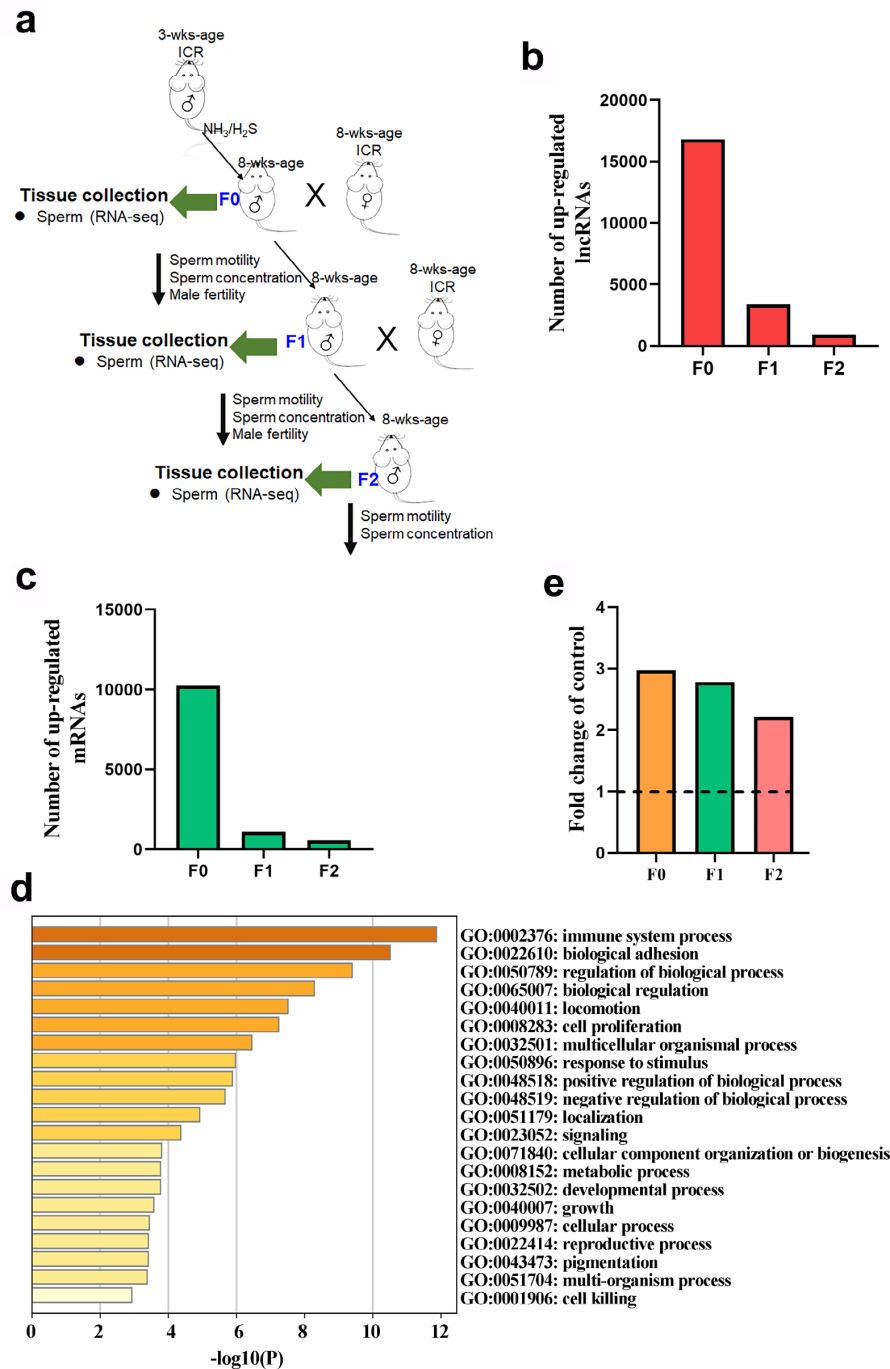
**LncRNA and mRNA expression in three generations mouse testis samples by RNA-seq analysis.** (**a**) Study scheme. Gene changes in sperm of three generations of mice treated with NH_3_/H_2_S. (**b**) The number of known up-regulated lncRNAs in the sperm of three generations of mice after NH_3_/H_2_S treatment. (**c**) The number of known increased mRNAs in the sperm of three generations of mice after NH_3_/H_2_S treatment. (**d**) GO enrichment of target genes that known up-regulated lncRNAs in F0 generation. (**e**) The expression of lncRNA5251 in the sperm of three generations of mice

*Animal Experiment II: Knockdown or overexpression of lncRNA5251 in mouse testes* [25, 26]. The procedure for the production of shRNA and In vivo virus grafting have been published in our recent article [25]. (1) *Production of lentivirus.* Lentivirus production was performed as described previously [25, 26]. Knockdown Lenti-lncRNA5251 (5251KD) was cloned using the lentivirus-*3* (LV3; 3NC) vector as a backbone (Fig. S1a), while overexpression of lenti-lncRNA5251 (5251OV) was cloned using the lntivirus-5 (LV5) vector as a backbone (Fig. S1b). 

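The 3 knockdown sequences listed in Table S1 are each 21 bases long and were compared with all 141767 mouse transcripts of the GENCODE annotation on genome build GRCm38. Each had an exact match in the sense direction in 1 gene only, Purb, which encodes a purine-rich element binding protein. Purb lies on the minus strand of chromosome 11 from 6467599 to 6475917 and is annotated with 1 exon. Its mRNA is 8319 bases long, of which 7313 bases are 3' UTR. GCTGGGACTTAATGTCCTTCT (shRNA 1) matched chromosome 11 from 6468416 to 6468436, GCTTATTATGCATCGTAAACC (shRNA 3) matched 6468248 to 6468268, and GCATGGGCAATTCAAACAAAT (shRNA 2) matched 6467969 to 6467989. All of these positions are in the 3' UTR of Purb, between 6476 and 6923 bases after the stop codon. No other annotated gene overlapped the region from 6467969 to 6468436. The control sequence TTCTCCGAACGTGTCACGT, 19 bases long, had no exact match in any transcript.

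**Figure D1:**
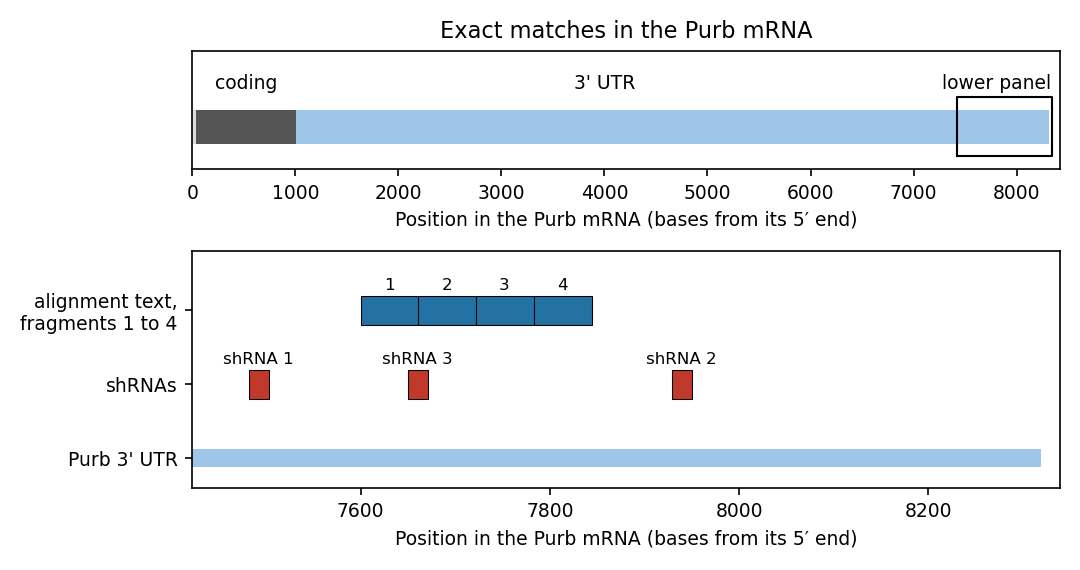
Map of the Purb mRNA in bases from its 5' end, with the coding part in dark grey and the 3' UTR in light blue. The lower panel enlarges the end of the 3' UTR and shows the 3 shRNA sequences in red and the 4 stretches of lncRNA5251 sequence printed in the supplementary alignment in dark blue, all of which match within the last 838 bases of the mRNA.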

There were three knockdown shRNAs at three different positions for lncRNA5251, and the sequences for each position and NC are listed in Table S1. 

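The text of the supplementary alignment of the lncRNA5251 clone prints 4 stretches of sequence of 61 bases each. Each matched the Purb mRNA exactly, in the sense direction, and no other annotated gene. The stretches follow each other on chromosome 11 of GRCm38 from 6468318 down to 6468075 on the minus strand, within the 3' UTR of Purb, and shRNA 3 lies across the boundary of the first and second stretch. The full sequence of Table S2 was not used here, so the ends of the inserted transcript on the genome were not determined.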

The full length of lncRNA5251 (Table S2) was inserted into LV5 to make the overexpression lentivirus (5NC was the LV5 vector). The efficiency and specificity of shRNA knockdown were determined by transfecting into 293T cells using Lipofectamine 2000 (Invitrogen, Waltham, MA, USA; #11668-027), followed by analysis at 60 h post-transfection by qPCR. Lentivirus production was then performed as shown in Fig. S1c. Approximately 10^9^ infectious viral particles/ml were obtained. (2) In vivo virus grafting and sample collection. In vivo virus grafting was performed as previously described [25, 26]. In current investigation, four-week-old ICR male mice were used. Briefly, four-week-old ICR male mice were anesthetized with isofluorane. Microinjections were performed using 26-gauge needles connected to a 100 µL syringe. Virus (3 µl with titer greater than 3 × 10^8^/ml) for each position for knockdown shRNA [in total 9 µl with a titer > 6 × 10^8^/ml for 3NC, or lncRNA5251 (KD) individually] were mixed and then injected into the testes. For overexpression, virus (9 µl with titer greater than 6 × 10^8^/ml) for 5NC, or lncRNA5251 (OV) individually were mixed and then injected into the testes. Then the mice were raised regularly for five weeks till nine weeks of age (Fig. 2a; muF0). The mice mated with normal 8-week-age ICR female mice (male: female, 1:1) for four days. The male mice were kept for another four days, then terminated for collection samples and analysis. The female mice were maintained regularly till the delivery of offspring. The offspring was raised regularly till eight weeks age. Then the male offspring (muF1) were terminated for collection of samples and analysis (Fig. 2a).

**Fig. 2:**
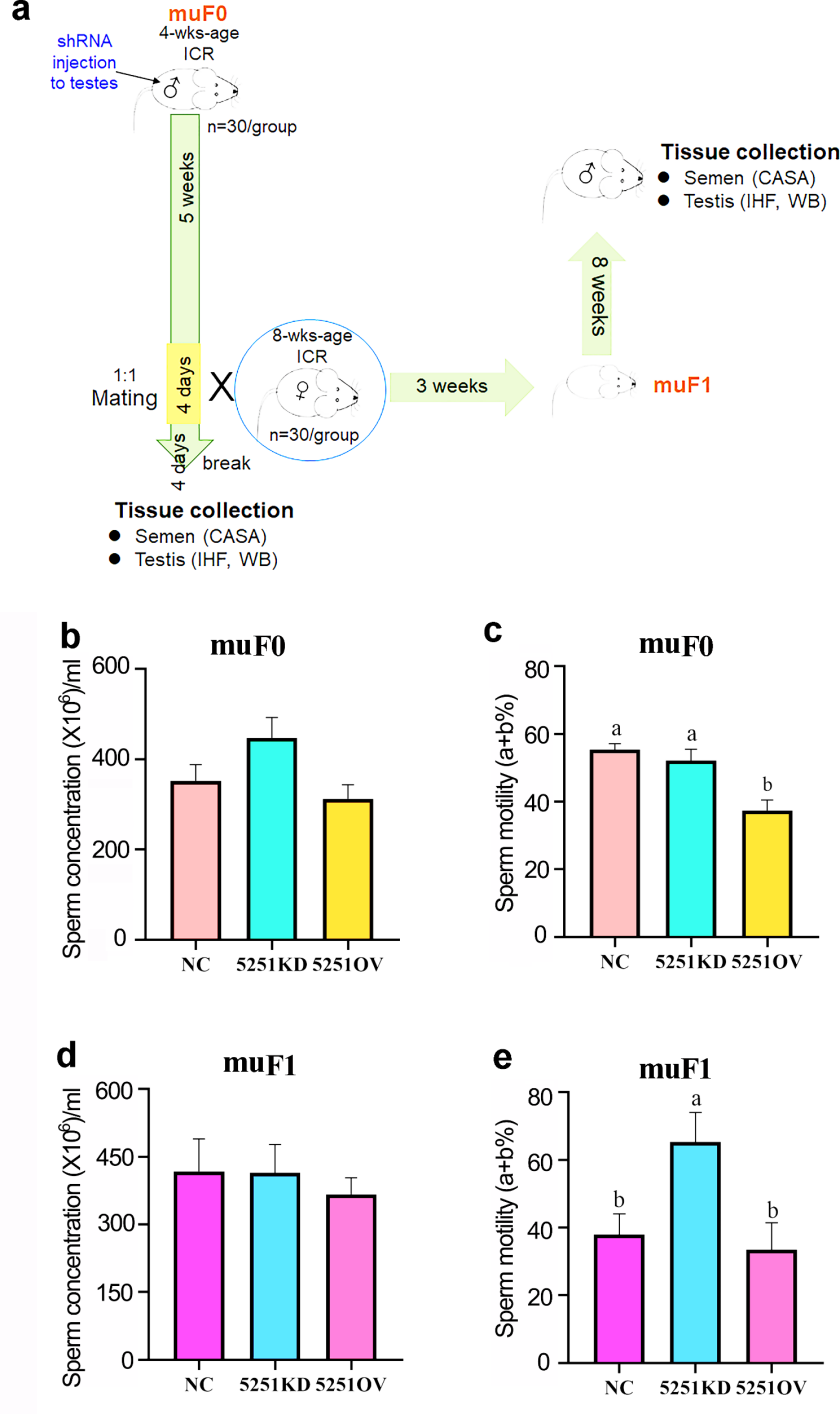
**Overexpression of lncRNA5251 decreased mouse semen quality.** (**a**) Study scheme. Sperm quality of mice after shRNA treatment. (**b**) Sperm concentration of F0 mice. (**c**) Sperm motility of F0 mice. (**d**) Sperm concentration of F1 mice. (**e**) Sperm motility of F1 mice. Data present as Average ± SEM. a, b indicate a significant difference among different treatments (p < 0.05)

*Cell culture experiment*: *Knockdown or overexpression of lncRNA5251 in mouse spermatogonia cell line C18-4 cells* [25]. The C18-4 cell line (mouse spermatogonia stem cells; Donated by Dr. Wenxian Zeng, Northwest A&F University) was held in DMEM/F12 (Gibco) supplemented with 10% (FBS), 2 mM L-glutamine (Invitrogen), and 100 U/ml penicillin and streptomycin (Invitrogen) [25, 27, 28]. The cells were transfected with shRNA in 6-well plates. For knockdown, tthree respective shRNAs for each position were mixed together (titer > 3 × 10^8^/ml) with RNAi-mate for the transfection of C18-4, while for overexpression, shRNAs (titer > 3 × 10^8^/ml) with RNAi-mate for the transfection of C18-4. The transfection medium was changed after 12 h. Stable transfected cells were cultured in a similar manner to the non-transfected cells in their respective media.

**Evaluation of spermatozoa motility using a computer-assisted sperm analysis system.** Spermatozoa motility was assessed using a computer-assisted sperm assay (CASA) method according to World Health Organization guidelines and reported in our early studies [20, 21, 29–31].

***Morphological observations of spermatozoa.****T*he extracted murine caudal epididymis were placed in RPMI medium, finely chopped, and then Eosin Y (1%) was added for staining as described previously [20, 21, 31].

**Assessment of acrosome integrity.** The procedure of analysis of acrosome integrity was reported in our recent articles [20, 21, 31].

**RNA Isolation and RNA-seq analyses**. The RNA-seq analysis procedure has been published in our recent article [31].

**Histopathological analysis.** Testicular tissues were fixed in 10% neutral buffered formalin, paraffin embedded, cut into 5 μm sections and subsequently stained with hematoxylin and eosin (H&E) for histopathological analysis [20, 21, 31].

**Western blotting.** Western blotting analysis of proteins was carried out as previously reported [20, 21, 31]. The information for primary antibodies (Abs) were listed in Table S3.

**Detection of protein levels and location in testis using immunofluorescence staining.** The methodology for immunofluorescence staining of testicular samples is reported in our recent publications [20, 21, 31]. Table S3 listed the primary antibodies used in this study.

***Immunofluorescence staining with frozen sections for C18-4 cells***. The protocol for immunofluorescence staining analysis of C18-4 cells was reported in our recent article [32].

**Statistical analysis.** Data were analyzed using SPSS statistical software (IBM Co., NY) with one-way analysis of variance (ANOVA) followed by LSD multiple comparison tests or T-test. The data were shown as the mean ± SEM. Statistical significance was based on p < 0.05.

## Results

### LncRNA5251 was increased in F0, F1 and F2 mouse sperm after NH_3_/H_2_S treatment transgenerationally

It has been reported in our previous articles that sperm quality (concentration and motility) and male fertility were decreased by the treatment of NH_3_ + H_2_S [20, 22]. After treating with NH_3_ and H_2_S, the number of known up-regulated lncRNAs in the mouse sperm of F0, F1, and F2 generations showed a downward trend in Fig. 1b. Similarly, mRNA-seq results showed that the number of known up-regulated mRNAs in the mouse sperm of three generations were 10,242, 1113, and 563 respectively which also decreased sequentially (Fig. 1c). Therefore, we are very interested in these up-regulated lncRNAs. The predicted target genes of up-regulated lnRNAs in F0 generation mice were determined by GO enrichment analysis to search for the functions. It was interesting to notice that biological adhesion, cell proliferation, development process, and reproduction process terms were enriched in the comparison of treatment group (NH_3_ + H_2_S) vs. control group (Fig. 1d). Sixty-five known lncRNAs were up-regulated in common in the sperm of three generations of mice. It was interesting to notice that the fold changes of lncRNA5251 were great than 2 folds in the three generations samples (Fig. 1e). We would like to explore the role of it in spermatogenesis and the underlying mechanisms.

### Changs in lncRNA5251 expression altered sperm concentration and motility in mice in vivo

In order to explore the effect of lncRNA5251 on the reproduction of male mice, lncRNA5251 was overexpressed (5251OV) and inhibited (5251KD) in the testis of F0 mice by shRNA (muF0). The sperm concentration in muF0 generation mice was increased by 5251KD and decreased by 5251OV, although it was not significant (Fig. 2b). However, the sperm motility was significantly decreased by 5251OV while it was no change in 5251KD group (Fig. 2c). The sperm concentration was reduced in muF1 5251OV group even though it was not significantly (Fig. 2d). However, the sperm motility was increased in muF1 5251KD group (Fig. 2e). These results indicated that lncRNA5251 was involved in the spermatogenesis to regulate sperm concentration or sperm motility. And overexpression of lncRNA (5251OV) had the negative effects on sperm quality while knockdown of lncRNA5251 increased sperm quality. The results matched the lncRNA sequencing data that lncRNA5251 was increased in the sperm while mouse sperm concentration and motility were diminished [20, 22].

### Modification of lncRNA5251 expression affected spermatogenesis in muF0 mice

Since modification of lncRNA5251 expression affected sperm concentration and motility, we set out to explore the effects of modification of lncRNA5251 expression on spermatogenesis. The important proteins for spermatogenesis were determined in mouse testis samples by immunofluorescence staining (IHF). The results showed that the expression of germ cell marker DDX4 was significantly reduced in 5251OV group, sperm protein maker PGK2 was significantly increased in muF0 5251KD group, while the meiosis marker SYCP3 was not change significantly (Fig. 3a and b). The data indicated that modification the expression of lncRNA5251 impacted on the spermatogenesis to affect sperm quality. At the same time, the gene expression in the muF0 mouse testis samples showed that modification the expression of lncRNA5251 altered the gene expression. Compared to control (NC), there were 57 increased genes while 86 decreased genes in muF0 5251KD. There were 55 upregulated and 134 gene downregulated in muF0 5251OV compared to NC (Fig. S2). GO enrichment analysis showed that the up-regulated genes were enriched in junction membrane complex and extracellular region in 5251KD group (compared to NC) (Fig. 3c). It was interesting that down-regulated genes in the 5251OV group (compared to NC) were also enriched in organelle membranes, bicellular tight junction and multiple immunoglobulin complexes (Fig. 3d). At the same time, the protein levels of the cell junction proteins CADM2 and CX43 were decreased in the 5251OV group (compared to NC; Fig. 3e and f). Moreover, the protein levels of steroid hormone production protein CYP11A1 and apoptosis protein Bcl-xl were increased in 5251KD group (compared to NC) (Fig. 3e and f). It has been reported that the cell junction complexes are the key regulators for the interaction between cell junctions, which can regulate the “opening and closing” of BTB and play a vital role in spermatogenesis [33]. The data suggested that lncRNA5251 is involved in the spermatogenesis by modulating the formation of cell junctions, and the steroid hormone production.

**Fig. 3:**
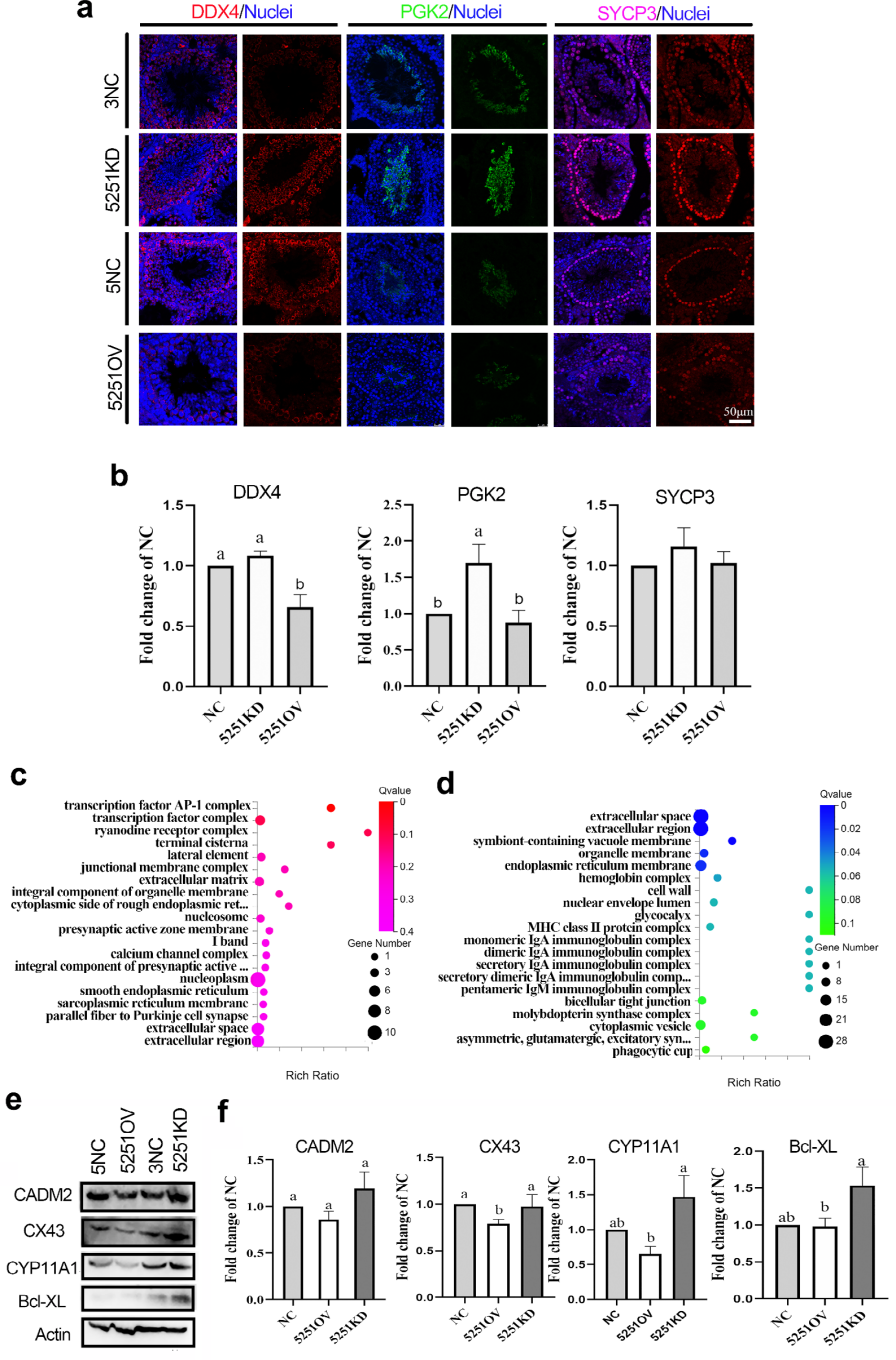
**Overexpression of lncRNA5251 disrupted spermatogenesis in F0 mice.** (**a**) The protein staining of DDX4, PGK2 and SYCP3 in F0 mice testis after shRNA treatment detected by IHF. (**b**) The quantitative data for IHF in (**a**). (**c**) Gene ontology (GO) enrichment of up-regulated genes after knockdown of lncRNA5251. (**d**) GO enrichment of decreased genes after overexpression of lncRNA5251. (**e**) The protein levels of CADM2, CX43, CYP11A1 and BCL-XL detected by WB in F0 mouse testes. (**f**) The quantitative data for WB in (**e**). Data present as Average ± SEM. a, b indicate a significant difference among different treatments (p < 0.05)

### Alteration of lncRNA5251 expression even impacted on spermatogenesis in muF1 mice

Modification of the expression of lncRNA5251 altered the spermatogenesis in muF1 mouse testis. The IHF data showed that the expression levels of germ cell marker DDX4, meiosis marker SYCP3, and transit protein TP1 were significantly reduced in 5251OV group F1 mouse testis samples (compared to NC; Fig. 4a and b). At the same time, the gene expression data showed that, compared to control (NC), there were 104 increased genes while 222 decreased genes in 5251KD. There were 152 upregulated and 214 gene downregulated in 5251OV compared to NC (Fig. S3). GO enrichment analysis showed that the up-regulated genes were enriched in biological processes related to spermatogenesis, such as gamete generation, positive regulation of cell-cell adhesion, and positive regulation of epithelial cell proliferation in 5251KD group (compared to NC) (Fig. 4c). It was interesting that down-regulated genes in the 5251OV group (compared to NC) were enriched in the cell surface, anchored component of membrane, and spermatoproteasome complex (Fig. 4d). At the same time, the protein levels of the cell junction proteins CADM2 were increased in the 5251KD group (compared to NC; Fig. 4e and f). Moreover, the protein levels of important proteins for spermatogenesis or sperm quality GDNF and ODF1 were increased in 5251KD group (compared to NC) (Fig. 4e and f). The data suggested that lncRNA5251 is not only involved in the spermatogenesis muF0 mouse, but also in muF1 mouse which indicated that lncRNA5251 is very important in spermatogenesis.

**Fig. 4:**
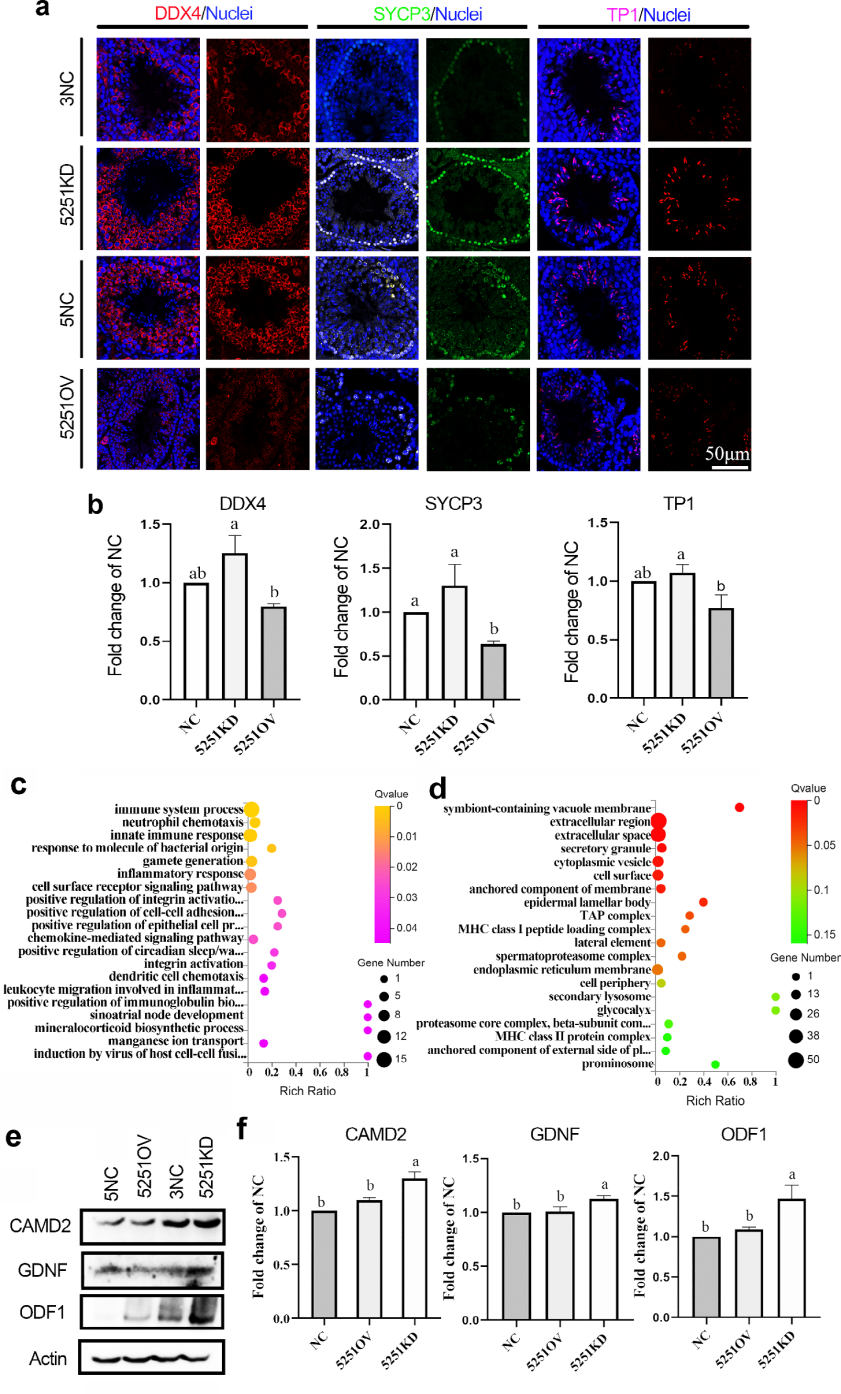
**Spermatogenesis was upset in F1 mice after overexpression lncRNA5251.** (**a**) The protein staining of DDX4, SYCP3, TP1 and PGK2 in F1 mice testis after shRNA treatment by IHF. (**b**) The quantitative data for IHF in (**a**). (**c**) GO enrichment analysis of up-regulated genes after inhibiting lncRNA5251. (**d**) GO enrichment analysis of down-regulated genes after overexpressing lncRNA5251. (**e**) The protein levels of CADM2, GDNF and ODF1 detected by WB in F1 mouse testes. (**f**) The quantitative data for WB in (**e**). Data present as Average ± SEM. a, b indicate a significant difference among different treatments (p < 0.05)

### Inhibition of lncRNA5251 increased cell junction proteins in C18-4 cells

Mature sperm is derived from spermatogonial stem cell through a series of divisions and differentiations. C18-4 cell line is a commonly used spermatogonial stem cell model in vitro. Since lncRNA5251 was found in three generational mouse sperm, C18-4 cells were applied to explore the deep mechanisms of lncRNA5251 impact on spermatogenesis and sperm quality. The expression of lncRNA5251 in C18-4 cells was inhibited (C18-5251KD) and overexpressed (C18-5251OV) by shRNA. 

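C18-4 is an immortalized line of mouse spermatogonia that serves as a model of spermatogonial stem cells. RNA-seq libraries were made from 4 groups of C18-4 cells with 3 libraries each, 12 in all. The knockdown group (KD) carried the LV3 lentivirus vector with shRNAs against lncRNA5251, and 3NC carried LV3 with a control shRNA. The group labelled as overexpression (OV) carried the LV5 vector with lncRNA5251, and 5NC carried LV5 without an insert. The supplementary heading for the C18-4 experiment names lncRNA8276 in place of lncRNA5251. According to the supplementary methods, mRNA was enriched with oligo(dT) beads, while the sample labels name total RNA. The authors mapped the reads to reference genes with SOAPaligner and transformed the read number of each gene into RPKM (reads per kilobase of gene, scaled to the number of reads of the library). The reference gene set and the genome build are not named in the text. The values start from these RPKM, which are given for 17576 genes, 568 of them at 0 in all libraries. RPKM do not keep the number of reads, so the depth in reads is unknown. From the step between the lowest values of 153 low genes, the depth of the libraries relative to each other was between 0.945 and 1.03. The RPKM of a library summed to between 533099 and 580920, with a median of 553249. Spearman's correlation between libraries of the same group was between 0.987 and 0.990 across genes, and no pair within a group held the same values throughout.
Fold changes were computed as differences of log2(RPKM + 1), which understates the change of genes with low RPKM, for the 11435 genes with at least 1 RPKM in at least 3 libraries. limma was fitted to all 12 libraries together, without a replicate block, and p-values were adjusted by the Benjamini-Hochberg method. As in the supplementary methods, a gene was counted as changed at an adjusted p of at most 0.001 and an absolute log2 fold change of at least 1. The authors' test, DEGseq with the MARS method, needs read numbers and was not run here. A comparison of 3 libraries with 3 has 10 splits, so an exact permutation test cannot give a two-sided p below 0.1.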

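LncRNA5251 has no entry of its own among the genes of the table, so its level in the libraries was not analysed here. Purb (Entrez gene 19291), whose 3' UTR contains the shRNA sequences, is listed. Its RPKM could include reads of lncRNA5251 from the bases that both share. Its RPKM was 33.6 ± 0.624 in 3NC, 9.32 ± 0.806 in KD, 30.7 ± 1.46 in 5NC and 27.1 ± 5.30 in OV (SD, n = 3 libraries per group). The log2 fold change of KD against 3NC was -1.75 (standard error 0.10, adjusted p = 1.69e-09 from limma with Benjamini-Hochberg adjustment). Every KD library lay below every 3NC library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). The log2 fold change of OV against 5NC was -0.19 (standard error 0.10, adjusted p = 0.176 from limma with the same adjustment). It moved most with OV replicate 3, which was at 33.3 RPKM, above the 5NC libraries (from 29.2 to 32.1), while OV replicates 1 and 2 were at 23.9 and 24.2, below them. Without OV replicate 3 the log2 fold change was -0.34 (standard error 0.06, adjusted p = 0.0011, limma), and without replicate 1 or 2 of OV it was -0.11. Purb was therefore not measured as higher in the libraries labelled OV, and whether the reference gene of the authors holds the bases of the insert is not named in the text.

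**Figure D2:**
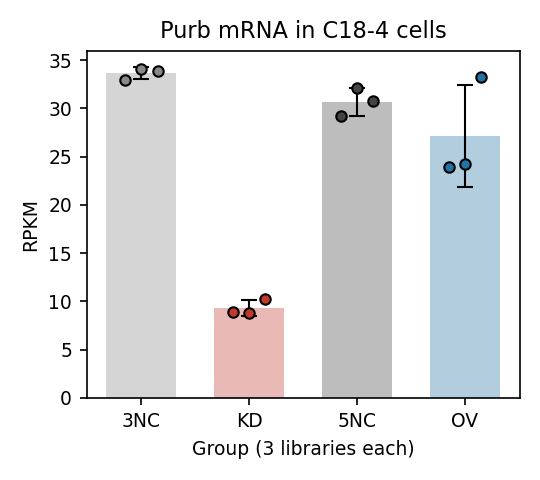
RPKM of Purb in the 4 groups of C18-4 cells. Bars are means, error bars the SD and points the 3 libraries of each group, and the KD libraries lie around 9.32 RPKM, below all libraries of the other groups.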

The gene expression after modification of the expression of lncRNA5251 was determined by RNA-seq analysis. The heatmap showed that 321 genes were up-regulated while 288 genes were down-regulated in the C18-5251KD group (compared to NC), however, 17 genes were up-regulated and 25 genes were down-regulated in the C18-5251OV group (compared to NC; Fig. 5a). 

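At an adjusted p of at most 0.001 and an absolute log2 fold change of at least 1 (limma with Benjamini-Hochberg adjustment), 57 of the 11435 genes tested were higher and 123 were lower in KD than in 3NC. In all 180 genes the 3 libraries of one group lay outside the range of the other. This was the case for 62.8% of all genes tested, where chance gives 10%. Between the control groups 5NC and 3NC it was the case for 69.3%, and between OV and 5NC for 36.7%. So large a share is therefore not specific to the knockdown. In the libraries labelled OV against 5NC, 0 genes were higher and 0 were lower at this threshold, while 4240 genes had an unadjusted p under 0.05 (1601 higher and 2639 lower). The alternative that moved these counts most was to leave out the fold limit and take an adjusted p of at most 0.05. It gave 3647 higher and 2688 lower genes in KD, and 923 higher and 1595 lower genes in OV.
Ugt2a2 (Entrez gene 552899), a member of a gene cluster with shared exons, was listed at 0 in the 3 libraries of 3NC and at 6.00 ± 0.693 RPKM in KD (SD, n = 3). Ly6f rose by 2.33 on the log2 scale (standard error 0.08, adjusted p = 2.04e-11, limma) from 5.06 ± 0.538 to 29.4 ± 2.55 RPKM (SD, n = 3). The other large increases were Gm16404 (log2 fold change 1.99), a predicted gene with a mean of 0.770 RPKM in 3NC, Krt7 (1.75) and Gas6 (1.68). Fosl1, which encodes a subunit of the transcription factor AP-1, had the largest decrease, from 31.0 ± 1.10 RPKM in 3NC to 0.983 ± 0.409 in KD (SD, n = 3; log2 fold change -4.03, standard error 0.12, adjusted p = 1.07e-11, limma). The next were LOC105244034 (log2 fold change -2.33), Gsta1 (-2.30), Sprr1a (-2.29) and Gm42102 (-1.99). Reads of Gsta1 and of the predicted genes could have been split with related genes by the mapping. Of these 10 genes, Krt7, Gas6, Fosl1, LOC105244034, Gsta1, Sprr1a and Gm42102 also differed between the control groups 5NC and 3NC, in the same direction, and did not pass the threshold against 5NC. Against 5NC the log2 fold change of Fosl1 in KD was -0.47 and that of Ugt2a2 was 2.79.

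**Figure D3:**
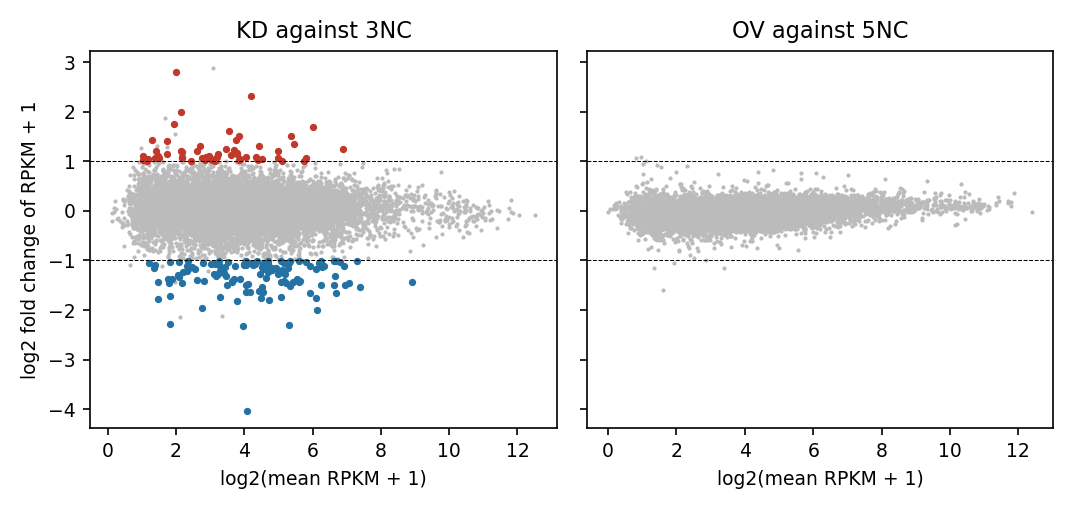
Log2 fold change of RPKM + 1 for the genes tested against the log2 of their mean RPKM + 1, for KD against 3NC (left) and OV against 5NC (right). Red and blue points are the genes counted as higher and lower, 57 and 123 on the left and 0 and 0 on the right, and the dashed lines mark the fold limit.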

GO enrichment analysis showed that the genes up-regulated in the KD group were enriched in cell junction, integrin complex, myosin II complex, T-tubules and others related to cell adhesion and junction (Fig. 5b). 

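The terms of Fig. 5b were examined with gene lists written by hand, which are shorter than the GO terms. Each list was tested for a shift of all its genes with limma's camera (preset correlation 0.01, two-sided, Benjamini-Hochberg adjusted over the 18 lists tested). Among 45 cell-cell junction genes with enough RPKM, 30 rose in KD, with a median log2 fold change of 0.13, and the adjusted p was 0.439. Of them 32 had an adjusted p of at most 0.05 (limma), 0 were counted as higher and 2 as lower. Of 11 integrin genes, 10 rose, with a median of 0.38 (adjusted p = 0.0198, camera). Of 11 myosin II genes, 10 rose, with a median of 0.35 (adjusted p = 0.0198, camera). One of them, Myl9, a regulatory light chain, passed the threshold, from 6.46 ± 0.686 RPKM in 3NC to 20.3 ± 1.33 in KD (SD, n = 3; log2 fold change 1.51, standard error 0.09, adjusted p = 4.33e-09, limma). Of 13 T-tubule genes, 10 rose, with a median of 0.19 (adjusted p = 0.284, camera). With the correlation between genes estimated from the libraries in place of the preset one, the adjusted p was 0.0921 for the integrin list and 0.182 for the myosin II list. limma's fry gave adjusted p-values of 0.0407 for the cell-cell junction list, 5.22e-07 for the integrin list, 1.6e-05 for the myosin II list and 8.16e-05 for the T-tubule list, all upwards. fry asks only whether the genes of a list shift, while camera compares them with the other genes. Many genes shifted in KD, so a small fry p does not show that a list stands out. Between the controls 5NC and 3NC, fry gave adjusted p-values of 9.95e-06 for cell-cell junction and 0.0043 for myosin II, upwards. It gave 0.000113 for integrin, downwards, and 0.0651 for T-tubule, upwards. Fisher's exact test (one-sided) of the genes counted as higher gave adjusted p-values from 0.566 to 1 over the 18 lists.

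**Figure D4:**
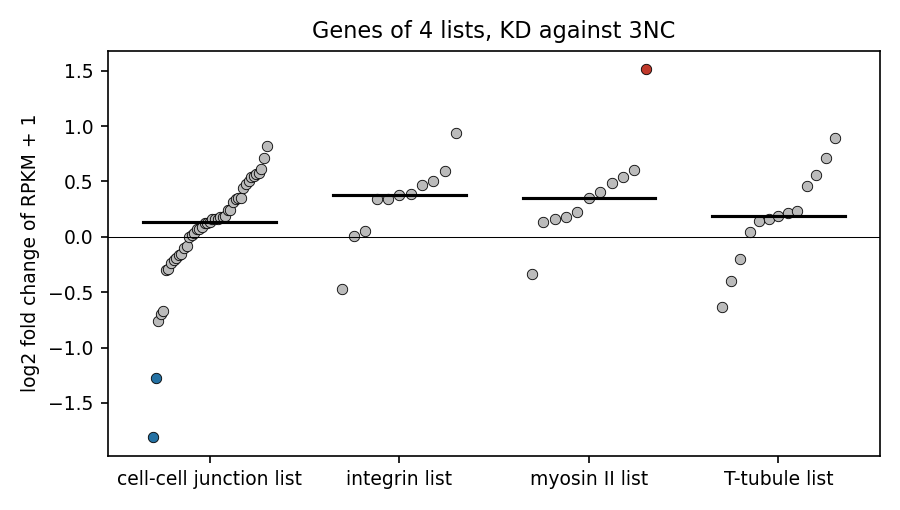
Log2 fold change of RPKM + 1 in KD against 3NC for the genes of 4 lists, sorted within each list, with the median as a black line. Myl9 is the red point, the genes counted as lower are blue, and the others are grey.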

Subsequently, KEGG analysis showed that the changed genes were enriched in PI3K-AKT and MAPK signaling pathways in C18-5251KD group (compared to NC; Fig. 5c), while the changed genes of in C18-5251OV group were enriched in the pathways ECM receptor interaction, focal adhesion, and PI3K-AKT pathway (Fig. 5d). These data indicated that lncRNA5251 is involved in the cell adhesion and junction formation in mouse testis. 

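Partial lists of the pathways in Fig. 5c and 5d were tested in the same way. The paper gives these pathways for changed genes without a direction, while camera and fry test a shift in 1 direction. They therefore cannot decide whether changed genes of both directions are enriched in a list. Of 138 PI3K-AKT genes, 68 rose in KD and 70 did not, with a median log2 fold change of -0.02 (adjusted p = 0.227, camera). One gene was counted as higher and 6 as lower. Of 181 MAPK genes, 92 rose, with a median of 0.01 (adjusted p = 0.459, camera), with 2 counted as higher and 7 as lower. At most 5 genes past the threshold were named per list. They were Myc, from 23.4 ± 0.918 to 7.63 ± 0.382 RPKM (SD, n = 3), and Cdkn1a (log2 fold change -1.41), Ddit4 (-1.09), Ereg (-1.23), Fgf5 (-1.05), Dusp6 (-1.42), Dusp4 (-1.63) and Fos (1.08), each with an adjusted p of at most 2.88e-08 from limma. Myc (log2 fold change -2.03), Fgf5 (-2.18) and Fos (1.54) were also past the threshold against 5NC, while Cdkn1a and Ereg were higher in KD than in 5NC. With fry the adjusted p was 0.00229 for the PI3K-AKT list, downwards. In the libraries labelled OV against 5NC, 0 genes of these lists passed the threshold, while 13 of 40 ECM receptor interaction, 16 of 47 focal adhesion and 38 of 138 PI3K-AKT genes had an adjusted p of at most 0.05 (limma). The median log2 fold change was -0.07 for 40 ECM receptor interaction genes, -0.01 for 47 focal adhesion genes and -0.03 for 138 PI3K-AKT genes, and the adjusted camera p was 0.853 for each. With fry the adjusted p of the PI3K-AKT list was 0.0462, downwards.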

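Gja1, which encodes the gap junction protein connexin 43 (CX43), was at 20.3 ± 0.536 RPKM in 3NC, 5.09 ± 0.191 in KD, 16.7 ± 0.200 in 5NC and 22.6 ± 1.41 in OV (SD, n = 3). Its log2 fold change was -1.81 in KD against 3NC (standard error 0.06, adjusted p = 1.07e-11, limma) and 0.42 in OV against 5NC (standard error 0.06, adjusted p = 0.000353, limma).

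**Figure D5:**
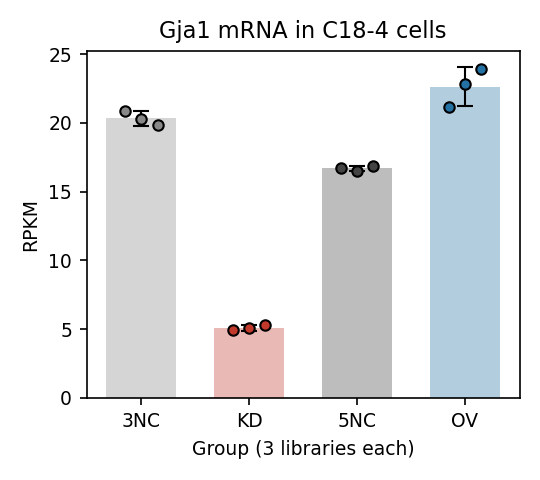
RPKM of Gja1 in the 4 groups of C18-4 cells. Bars are means, error bars the SD and points the 3 libraries of each group, and the KD libraries, around 5.09 RPKM, lie below those of the other groups.

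From the GO and KEGG terms enriched among the changed genes of C18-4 cells (Fig. 5b, 5c and 5d), the paper concludes that lncRNA5251 takes part in cell adhesion and junction formation in mouse testis. For a role in junctions it also draws on RNA-seq and blots of testes and on junction proteins stained in C18-4 cells. CX43 was among the stained proteins reported without a significant change. In testes of the injected mice the paper reports less CX43 protein in OV. The Gja1 values here are RNA of C18-4 cells.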

Then the protein levels of cell junction and adhesion proteins were verified by IHF analysis which included CX37, CX43, ZO-1, Occludin (OCLN), JAM1, VCAM1, Desmoglein 2 (DSG2), Catenin, Claudin 11, E-cadherin and CADM2. The data showed that the expression levels of five cellular adhesion/junction proteins CX37, Occludin (OCLN), JAM1, VCAM1 and CADM2 in C18-4 cells were significantly increased in 5251KD group compared to NC (Fig. 6a and b), while other the data for other proteins were not significant (Data not shown). The data from C18-4 cells further suggested that lncRNA5251 is involved in cell-cell junctions to modulate spermatogenesis.

**Fig. 5:**
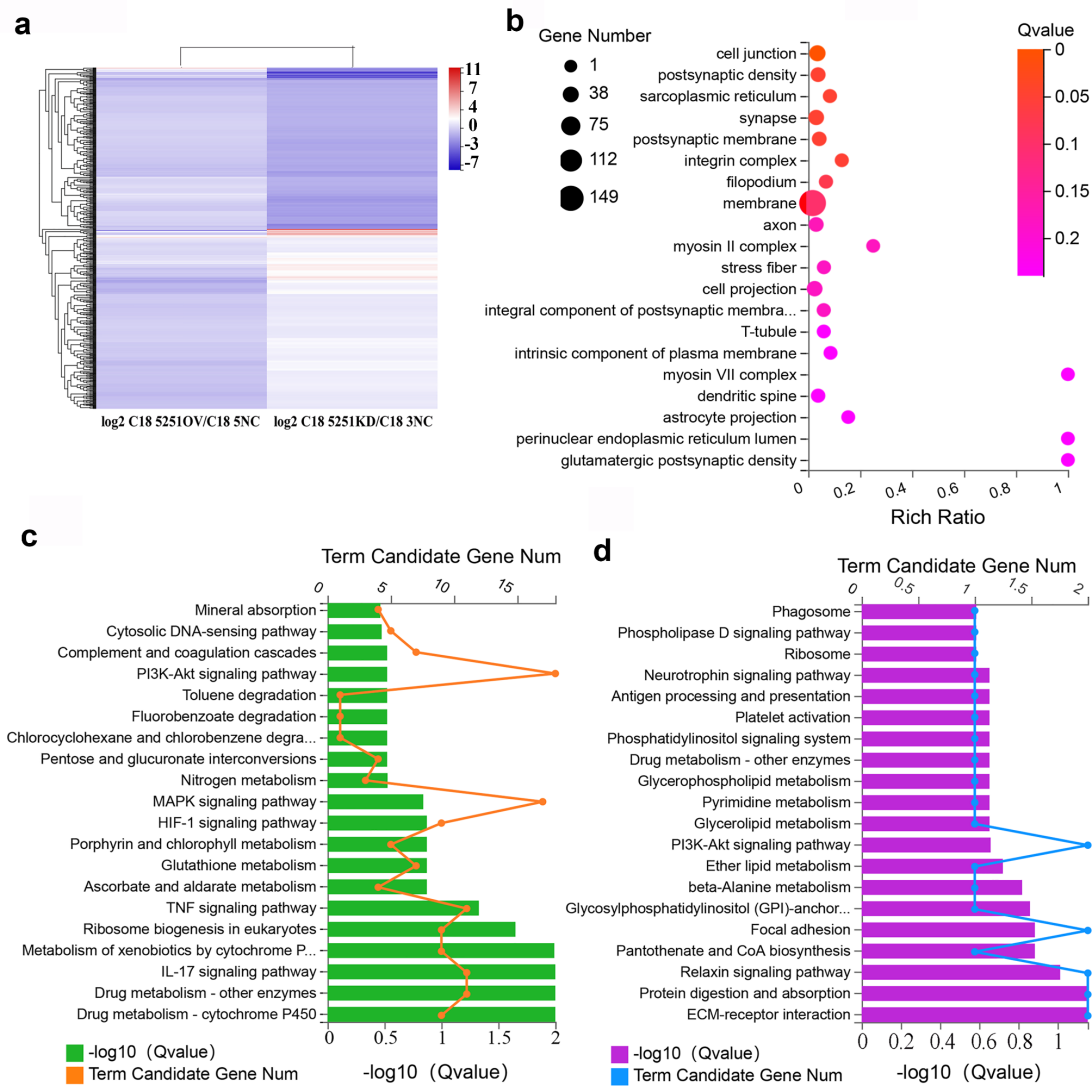
**Gene expression in C18-4 cells after modification of lncRNA5251 expression.** (**a**) Gene expression heatmap of C18-4 cells after modification of lncRNA5251 expression. (**b**) GO enrichment analysis of the increased genes in C18-4 cells after inhibiting lncRNA5251 expression. (**c**) KEGG enrichment of the genes after inhibition of lncRNA5251 in C18-4 cells. (**d**) KEGG enrichment analysis of the genes in C18-4 cells after overexpression of lncRNA5251.

**Fig. 6:**
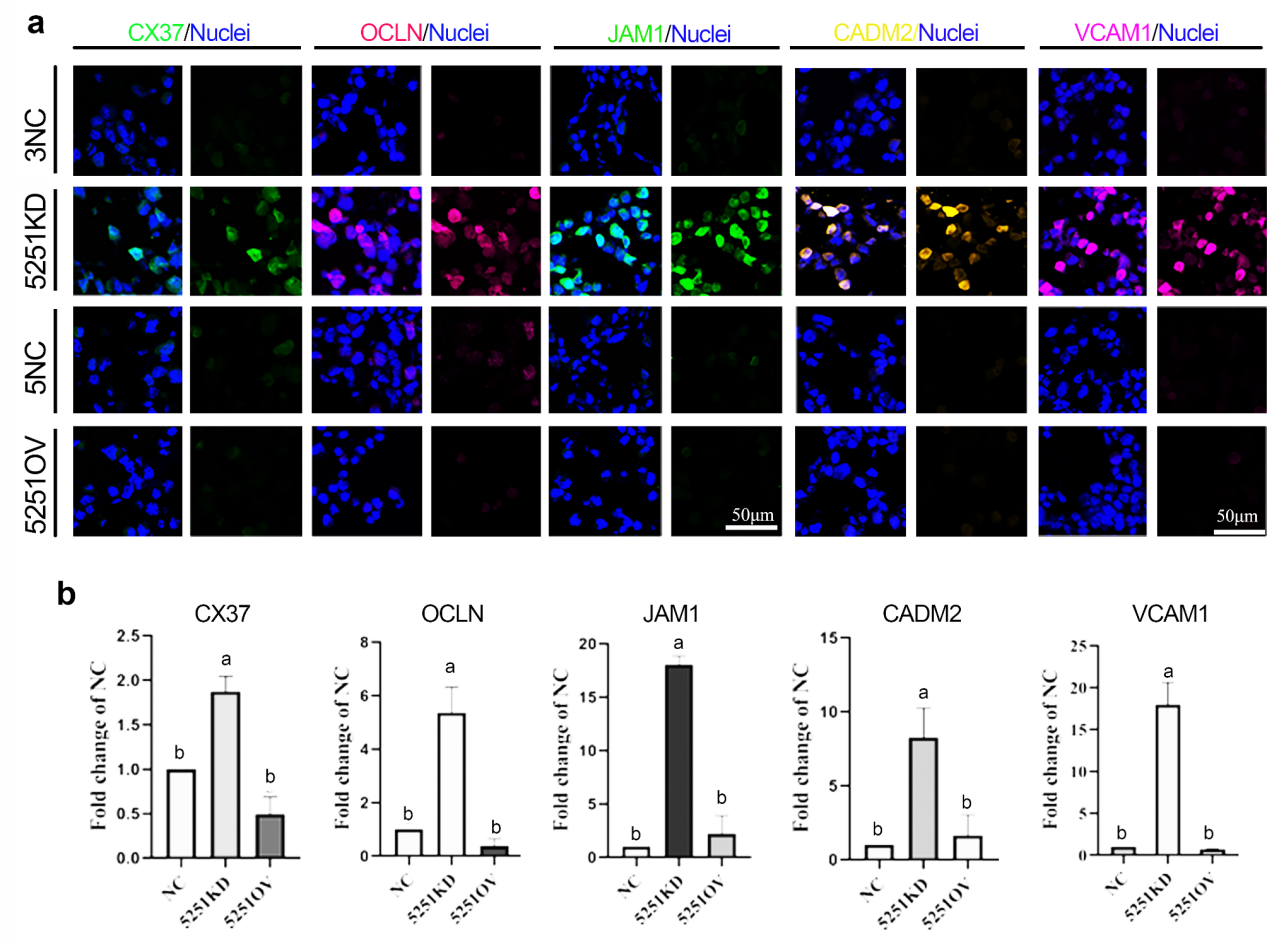
**Expression of cell junction related protein after modification lncRNA5251.** (**a**) The protein staining of CX37, OCLN, JAM1, CADM2 and VCAM1 in C18-4 cells after inhibition and overexpression of lncRNA5251detected by IHF. (**b**) The quantitative data for IHF in (**a**). Data present as Average ± SEM. a, b indicate a significant difference among different treatments (p < 0.05)

## Discussion

LncRNA lacks an open reading frame and was regarded as a by-product in the transcription process in the early time, so it has not received much attention. With the advancement of sequencing technology, lncRNA has truly entered people’s field of vision. This non-protein coding RNA, once regarded as “junk”, plays important roles in many biological processes such as embryonic development, cell differentiation and tumor metastasis [14, 15, 34]. Studies have shown that lncRNA is also involved in spermatogenesis [35]. Many lncRNAs have different expression levels and tissue specificities at different stages of mammalian spermatogenesis, and they are involved in the regulation of gene silencing, cell division, gonadal development, and sex determination [36]. For example, Mrhl mediates the meiosis process in mouse testis by regulating the expression of Sox8 [37]. LncRNA033862 can regulate the self-renewal of spermatogonia stem cell (SSC) by acting as a transcriptional activator of Gfra1 [38]. Recently, the decline of male fertility caused by environmental pollutions has attracted more and more attention. As previously reported, the reduction in sperm quality after NH_3_ and H_2_S treatment was transgenerational [20, 22]. In current investigation, we found many lncRNAs were altered after NH_3_ + H_2_S treatment in three generational mouse sperm (F0, F1, F2). And lncRNA5251 was interesting because it was increased in the three generational mouse sperm. And we explored the effects and underlying mechanisms of lncRNA5251 on sperm quality (concentration and motility) and spermatogenesis by knocking down or overexpressing the expression of lncRNA5251 through shRNA. Interestingly, the results from in vivo experiments showed that the sperm quality (concentration and motility) of F0 and F1 mice was decreased after overexpression of lncRNA5251 which suggested that it is involved in spermatogenesis.

Spermatogenesis is a complex process including mitotic cell division, meiosis and the process of spermiogenesis [39]. RNA-seq of testis samples showed that the differentially expressed genes in 5251KD group (compared to NC) or in 5251OV group (compared to NC) were enriched in the immune, spermatogenesis process, especially in the pathways of cell junctions, regardless of the muF0 or muF1 generation. And germ cell marker, meiosis and sperm proteins, such as DDX4, SYCP3, PGK2 and TP1 were altered in 52521KD or 5251OV group which further suggested lncRNA5251 regulates spermatogenesis. Moreover, the expression of the cell connexins CADM2 and CX43 was diminished in 5251OV group by WB analysis which further confirmed the RNA-seq data.

In the process of spermatogenesis, germ cells migrate from the base to the lumen through BTB, completing the process of sperm formation under various adjustments [40]. And BTB works through cell junctions which are composed of a variety of proteins. For example, the tight junction (TJ) proteins Occludin and Claudin, gap junction proteins CX43 and CX37 [41] as well as adhesion junction (AJ) protein JAMs [42] are important for the barrier integrity of epithelial tissues [43]. TJ and AJ can be connected by adaptors (such as ZO-1), which are structurally involved in enhancing BTB [11]. Totally, cell junction proteins work together to maintain the homeostasis of the testicular environment to promote spermatogenesis. In C18-4 cells, the expression levels of cell connexin CX37, OCLN, JAM1, VCAM1 and CADM2, were significantly increased in 5251KD group. In vitro experiments further confirmed that lncRNA5251 is involved in spermatogenesis through cell junctions.

## Conclusion

In summary, the in vivo and in vitro results together prove that lncRNA5251 regulates spermatogenesis via cell-cell junctions. This work provides a theoretical basis for improving male reproductive ability through lncRNA to help the infertile patients to be parenthood.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

## Data Availability

Sperm, testes and C18-4 cells RNA-seq raw data were deposited in NCBI’s Gene Expression Omnibus under accession number GSE137630 (sperm), GSE142724 (muF0, testes), GSE142725 (muF1, testes) and GSE142726 (C18-4 cells), respectively.

## Abbreviations

Abs: Antibodies
AJ: Adhesion junction
ANOVA: Analysis of variance
BTB: Blood-testis-barrier
CADM2: Cell Adhesion Molecule 2
CASA: Computer-assisted sperm assay
CX37: Connexin 37
Cx43: Connexin 43
DDX4: DEAD-Box Helicase 4
ECM: Extracellular matrix
GDNF: Glial Cell Derived Neurotrophic Factor
GO: Gene Ontology
GP: Gap junction
H&E: Hematoxylin and eosin staining
IHF: Immunofluorescence staining
JAM1: Junctional Adhesion Molecule1
KD: Knockdown
KEGG: Kyoto Encyclopedia of Genes and Genomes
NC: Control
OCLN: Occludin
ODF1: Outer Dense Fiber Of Sperm Tails 1
OV: Overexpression
PGK2: Phosphoglycerate Kinase 2
SPF: Specific pathogen-free
SYCP3: Synaptonemal Complex Protein 3
SSC: Spermatogonia stem cell
TJ: Tight junction
VCAM1: Vascular Cell Adhesion Molecule 1
WB: Western blotting
ZO-1: Tight Junction Protein 1.

# Supplementary material for: LncRNA5251 inhibits spermatogenesis via modification of cell-cell junctions
**Source:** Biol Direct. 2023 Jun 15;18:31. doi: 10.1186/s13062-023-00381-x
**Supplement:** Supplementary file 4 — Supplementary Material 4

Detailed Methods

**Study design.** All animal procedures used in this study were approved by the Animal Care and Use Committee of the Institute of Animal Sciences of Chinese Academy of Agricultural Sciences (IAS2018-1007). Mice were maintained in specific pathogen-free (SPF) environment under a light: dark cycle of 12:12 h, at a temperature of 23 ℃ and humidity of 50%–70%; they had free access to food (chow diet) and water [20-22].

*Animal Experiment I: NH_3_/H_2_S study* [20,22]**.** Three-week-old ICR male mice were dosed with phosphate buffered saline (PBS) as vehicle control (Control group) or with Na_2_S-50 mg/kg body weight (BW) + NH_4_Cl-50 mg/kg BW (NH_3_/H_2_S group) [23,24] once daily for 5 weeks. There were 60 mice/group. The volume of gavage was 0.1 ml/mouse/day. Subsequently, 30 mice/treatment were humanely terminated for the analysis of sperm quality and other parameters. A further 30 mice/treatment were mated with normal (untreated) ICR female mice (male: female; 1:2). After birth of the F1 litter, the number of live pups/litter was counted and all mice were raised similarly without further treatment. At the age of 8 weeks (F1), 30 male mice/treatment were humanely terminated for analysis of sperm quality and other parameters. A further 30 male mice/treatment were mated with normal ICR female mice (male: female; 1:2) and subsequently underwent a similar procedure. After birth of the F2 litter, the number of live pups/litter was counted and all mice were raised in a similar manner without further treatment (Study scheme in Fig. 1a).

*Animal Experiment II: Knockdown or overexpression of lncRNA5251 in mouse testes* [25,26]. The procedure for the production of shRNA and *In vivo* virus grafting have been published in our recent article [25]. (1) *Production of lentivirus.* Lentivirus production was performed as described previously [25,26]. Knockdown Lenti-*lncRNA5251* was cloned using the lentivirus-*3* (LV3) vector as a backbone (Supplementary Fig. 1a), while overexpression of lenti-lncRNA5251 was cloned using the lntivirus-5 (LV5) vector as a backbone (Supplementary Fig. 1b). There were three knockdown shRNAs at two different positions for lncRNA5251, and the sequences for each position and NC are listed in Supplementary Table 1. The full length of lncRNA5251 (Supplementary Table 2) was inserted into LV5 to make the overexpression lentivirus (NC was the LV5 vector). The efficiency and specificity of shRNA knockdown were determined by transfecting into 293T cells using Lipofectamine 2000 (Invitrogen, Waltham, MA, USA; #11668-027), followed by analysis at 60 h post-transfection by qPCR. Lentivirus production was then performed as shown in Supplementary Fig. 1c. Approximately 10^9^ infectious viral particles/ml were obtained. (2) *In vivo* virus grafting and sample collection. *In vivo* virus grafting was performed as previously described [25,26]. In current investigation, four-week-old ICR male mice were used. Briefly, four-week-old ICR male mice were anesthetized with isofluorane. Microinjections were performed using 26-gauge needles connected to a 100 μL syringe. Virus (3 μl with titer greater than 3×10^8^/ml) for each position for knockdown shRNA [in total 6 μl with a titer >6×10^8^/ml for 3NC, or lncRNA8276 (KD) individually] were mixed and then injected into the testes. For overexpression, virus (6 μl with titer greater than 6×10^8^/ml) for 5NC, or lncRNA8276 (OV) individually were mixed and then injected into the testes. Then the mice were raised regularly for five weeks till nine weeks of age (Fig. 2a; muF0). The mice mated with normal 8-week-age ICR female mice (male: female, 1:1) for four days. The male mice were kept for another four days, then terminated for collection samples and analysis. The female mice were maintained regularly till the delivery of offspring. The offspring was raised regularly till eight weeks age. Then the male offspring (muF1) were terminated for collection of samples and analysis (Fig. 2a).

*Cell culture experiment*: *Knockdown or overexpression of lncRNA8276 in mouse spermatogonia cell line C18-4 cells* [25]. The C18-4 cell line (mouse spermatogonia stem cells; Donated by Dr. Wenxian Zeng, Northwest A&F University) was held in DMEM/F12 (Gibco) supplemented with 10% (FBS), 2 mM L-glutamine (Invitrogen), and 100 U/ml penicillin and streptomycin (Invitrogen) [25,27,28]. The cells were transfected with shRNA in 6-well plates. For knockdown, two respective shRNAs for each position were mixed together (titer >3×10^8^/ml) with RNAi-mate for the transfection of C18-4, while for overexpression, shRNAs (titer >3×10^8^/ml) with RNAi-mate for the transfection of C18-4. The transfection medium was changed after 12 h. Stable transfected cells were cultured in a similar manner to the non-transfected cells in their respective media.

**Evaluation of spermatozoa motility using a computer-assisted sperm analysis system.** Spermatozoa motility was assessed using a computer-assisted sperm assay (CASA) method according to World Health Organization guidelines [20,21,29-31]. After euthanasia, spermatozoa were collected from the cauda epididymis of mice and suspended in DMEM/F12 medium with 10% FBS and incubated at 37.5 ℃ for 30 min; samples were then placed in a pre-warmed counting chamber. The micropic sperm class analyzer (CASA system) was used in this investigation. It was equipped with a 20-fold objective, a camera adaptor (Eclipse E200, Nikon, Japan), and a camera (acA780-75gc, Basler, Germany), and it was operated by an SCA sperm class analyzer (MICROPTIC S.L.). The classification of sperm motility was as follows: grade A linear velocity >22 μm s^-1^; grade B <22 μm s^-1^ and curvilinear velocity >5 μm s^-1^; grade C curvilinear velocity <5 μm s^-1^; and grade D = immotile spermatozoa. The spermatozoa motility data represented only grade A + grade B since only these two grades are considered to be functional.

**Morphological observations of spermatozoa.** The extracted murine caudal epididymides were placed in RPMI medium, finely chopped, and then Eosin Y (1%) was added for staining as described previously [20,21,31]. Spermatozoon abnormalities were then viewed using an optical microscope and were classified into head or tail morphological abnormalities: two heads, two tails, blunt hooks, and short tails. The examinations were repeated three times, and 500 spermatozoa per animal were scored.

**Assessment of acrosome integrity.** After harvest, mouse spermatozoa were incubated at 37.5 ℃ for 30 min, after which a drop of sperm suspension was uniformly smeared on a clean glass slide. Smeared slides were air dried and incubated in methanol for 2 min for fixation. After fixation, the slides were washed with PBS three times. Assessment of an intact acrosome was accomplished by staining the sperm with 0.025% Coomassie brilliant blue G-250 in 40% methanol for 20 min at room temperature (RT). The slides were then washed three times with PBS and mounted with 50% glycerol in PBS. Acrosomal integrity was determined by an intense staining on the anterior region of the sperm head under bright-field microscopy (AH3-RFCA, Olympus, Tokyo, Japan) and scored accordingly [20,21,31].

**RNA Isolation and RNA-seq analyses** [31]. Briefly, total RNA was isolated using TRIzol Reagent (Invitrogen) and purified using a Pure-Link1 RNA Mini Kit (Cat: 12183018A; Life Technologies) following the manufacturers’ protocol. Total RNA samples were first treated with DNase I to degrade any possible DNA contamination. Then the mRNA was enriched using oligo(dT) magnetic beads. Mixed with the fragmentation buffer, the mRNA was broken into short fragments (about 200 bp), after which, the first strand of cDNA was synthesized using a random hexamer-primer. Buffer, dNTPs, RNase H, and DNA polymerase I were added to synthesize the second strand. The double strand cDNA was purified with magnetic beads. Subsequently, 3'-end single nucleotide A (adenine) addition was performed. Finally, sequencing adaptors were ligated to the fragments. The fragments were enriched by PCR amplification. During the QC step, an Agilent 2100 Bioanaylzer and ABI StepOnePlus Real-Time PCR System were used to qualify and quantify the sample library. The library products were prepared for sequencing in an Illumina HiSeqTM 2500. The reads were mapped to reference genes using SOAPaligner (v. 2.20) with a maximum of two nucleotide mismatches allowed at the parameters of “-m 0 -x 1000 -s 40 -l 35 -v 3 -r 2”. The read number of each gene was transformed into RPKM (reads per kilo bases per million reads), and then differentially expressed genes were identified using the DEGseq package and the MARS (MA-plot-based method with random sampling model) method. The threshold was set as FDR ≤0.001 and an absolute value of log_2_ ratio ≥1 to judge the significance of the difference in gene expression. Then on the data were analyzed by GO enrichment, KEGG enrichment.

**Histopathological analysis.** Testicular tissues were fixed in 10% neutral buffered formalin, paraffin embedded, cut into 5 μm sections and subsequently stained with hematoxylin and eosin (H&E) for histopathological analysis [20,21,31].

**Western blotting.** Western blotting analysis of proteins was carried out as previously reported [20,21,31]. Briefly, testicular tissue or C18-4 cell samples were lysed in RIPA buffer containing the protease inhibitor cocktail from Sangong Biotech, Ltd. (Shanghai, China). Protein concentration was determined using a BCA kit (Beyotime Institute of Biotechnology, Shanghai, China). Goat anti-actin was used as a loading control. The information for primary antibodies (Abs) were listed in Supplementary Table 3. Secondary donkey anti-goat Ab (Cat no.: A0181) was purchased from Beyotime Institute of Biotechnology, and goat anti-rabbit (Cat no.: A24531) Abs were bought from Novex^®^ by Life Technologies (USA). Fifty micrograms of total protein per sample were loaded onto 10% SDS polyacrylamide electrophoresis gels. The gels were transferred to a polyvinylidene fluoride (PVDF) membrane at 300 mA for 2.5 h at 4 ℃. The membranes were then blocked with 5% bovine serum albumin (BSA) for 1 h at RT, followed by three washes with 0.1% Tween-20 in TBS (TBST). The membranes were incubated with primary Abs diluted with 1:500 in TBST with 1% BSA overnight at 4 ℃. After three washes with TBST, the blots were incubated with the HRP-labelled secondary goat anti-rabbit or donkey anti-goat Ab respectively for 1 h at RT. After three washes, the blots were imaged. The bands were quantified using Image-J software. The intensity of the specific protein band was normalized to actin first, then the data were normalized to the control. The experiment was repeated >6 times.

**Detection of protein levels and location in testis using immunofluorescence staining.** The methodology for immunofluorescence staining of testicular samples is reported in our recent publications [20,21,31]. Sections of testicular tissue (5 μm) were prepared and subjected to antigen retrieval and immunostaining as previously described. Briefly, sections were first blocked with normal goat serum in PBS, followed by incubation with primary Abs (Supplementary Table 3; 1:100 in PBS-0.5% Triton X-100; Bioss Co. Ltd. Beijing, PR China) at 4^o^C overnight. After a brief wash, sections were incubated with an Alexa 546-labeled goat anti-rabbit secondary Ab (1:100 in PBS; Molecular Probes, Eugene, OR, USA) at RT for 30 min and then counterstained with 4',6-diamidino-2-phenylindole (DAPI). The stained sections were examined using a Leica Laser Scanning Confocal Microscope (LEICA TCS SP5 II, Germany). Ten animal samples from each treatment group were analysed. Positively stained cells were counted. A minimum of 1000 cells were counted for each sample of each experiment. The data were then normalized to the control.

***Immunofluorescence staining with frozen sections for C18-4 cells*** [32]**.** The collected C18-4 cells from the different treatments were fixed with 4% PFA for 2 h at 4℃. Next, these cell pellets were incubated with agar gel for coating and then washed with PBS three times. The cell pellets were then incubated in 15% sucrose (in PBS) for 15 min and transferred to 30% sucrose (in PBS) for 15 min. Subsequently, the cell pellets were embedded in an optimal cutting temperature compound for frozen cell specimens. Further, the cell blocks were cut into 5 μm-thick sections using a freezing microtome and sections were washed in PBS three times. Sections were then blocked with 5% bovine serum albumin (BSA) for 30 min and incubated in primary antibodies for 2 h at 4℃ (Table S1). The sections were subsequently washed again with PBS and incubated for 1 h with the secondary antibody. Hoechst 33342 was used to stain cell nuclei. To measure the number of positive cells, the stained sections were visualized using a Nikon Eclipse TE2000‐U fluorescence microscope (Nikon, Inc) or confocal microscopy, and the captured fluorescent images were analyzed using ImagePro software.

**Statistical analysis.** Data were analyzed using SPSS statistical software (IBM Co., NY) with one-way analysis of variance (ANOVA) followed by LSD multiple comparison tests or T-test. The data were shown as the mean ± SEM. Statistical significance was based on p < 0.05.

# Supplementary material for: LncRNA5251 inhibits spermatogenesis via modification of cell-cell junctions
**Source:** Biol Direct. 2023 Jun 15;18:31. doi: 10.1186/s13062-023-00381-x

Project: Alignment of mlnc5251.sqd Contig 1

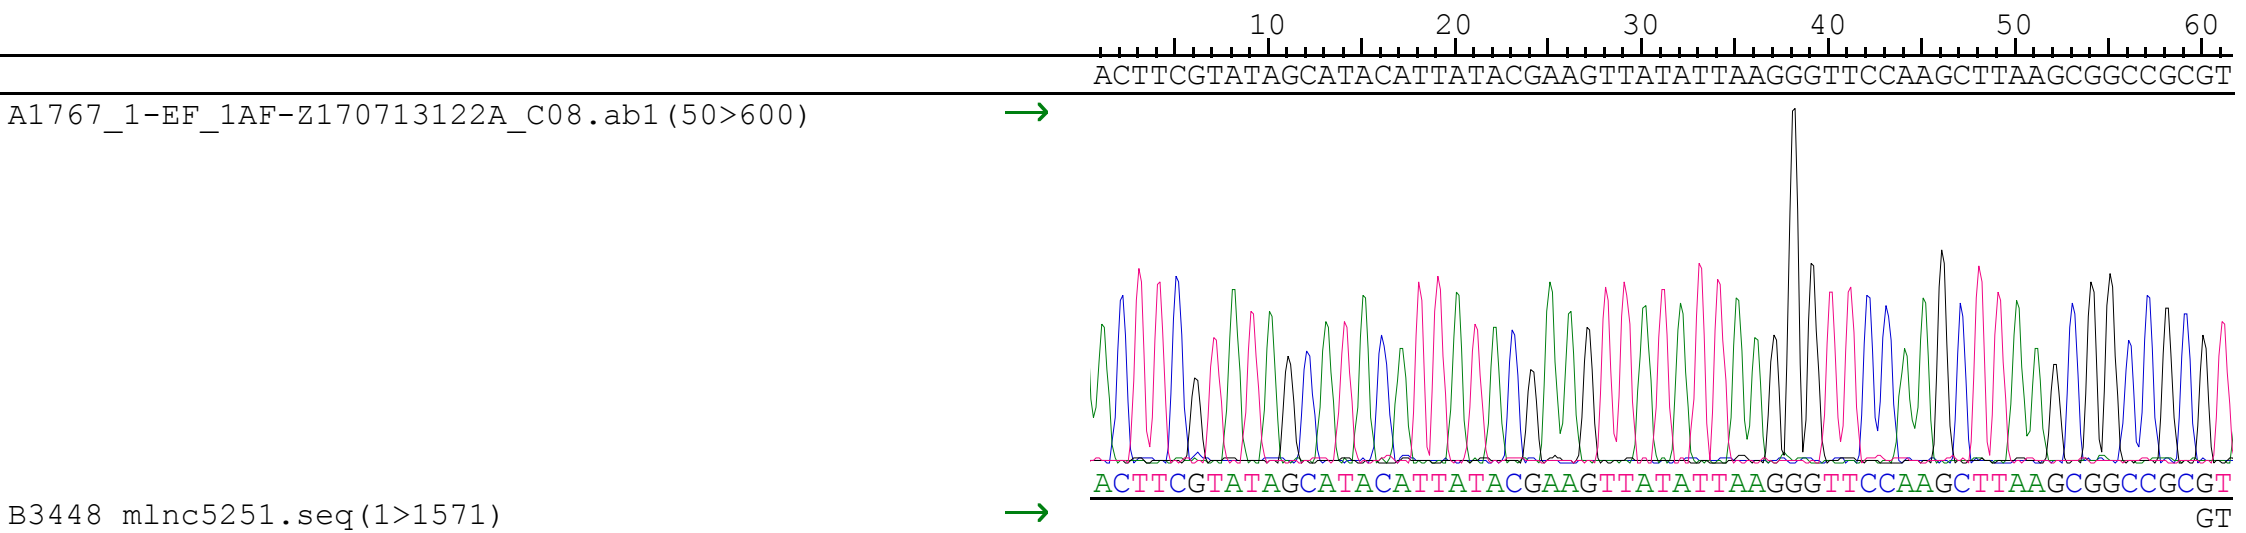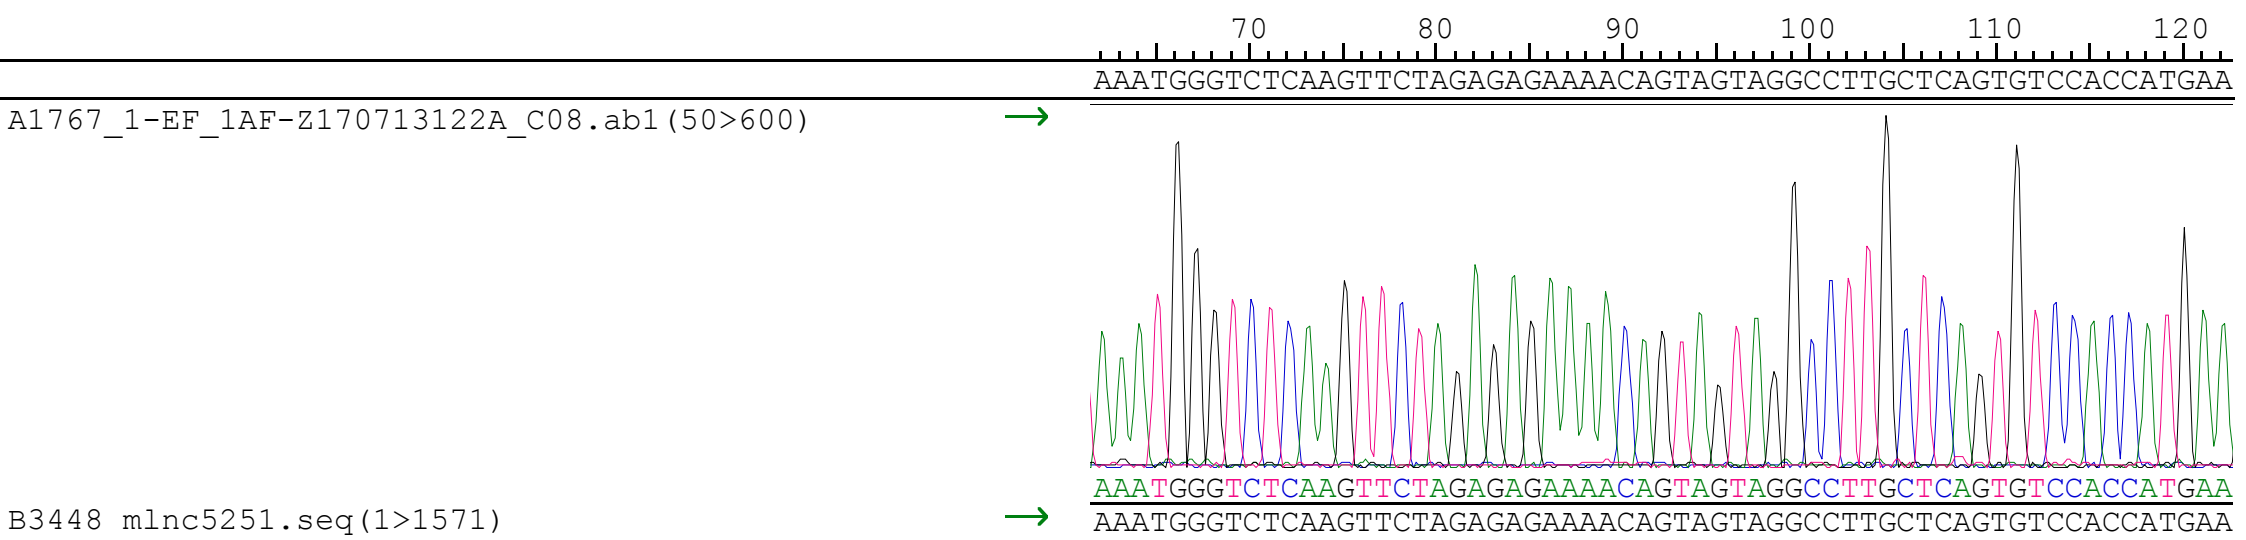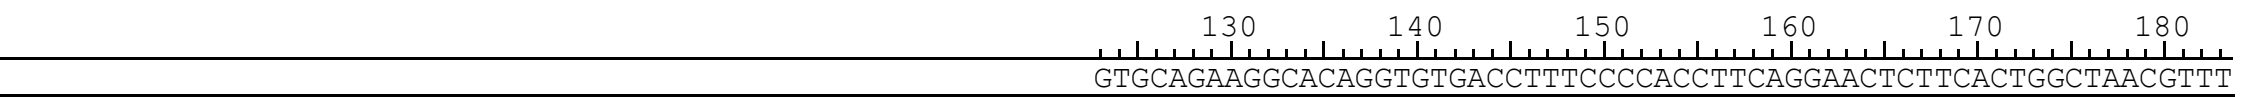

Project: Alignment of mlnc5251.sqd Contig 1

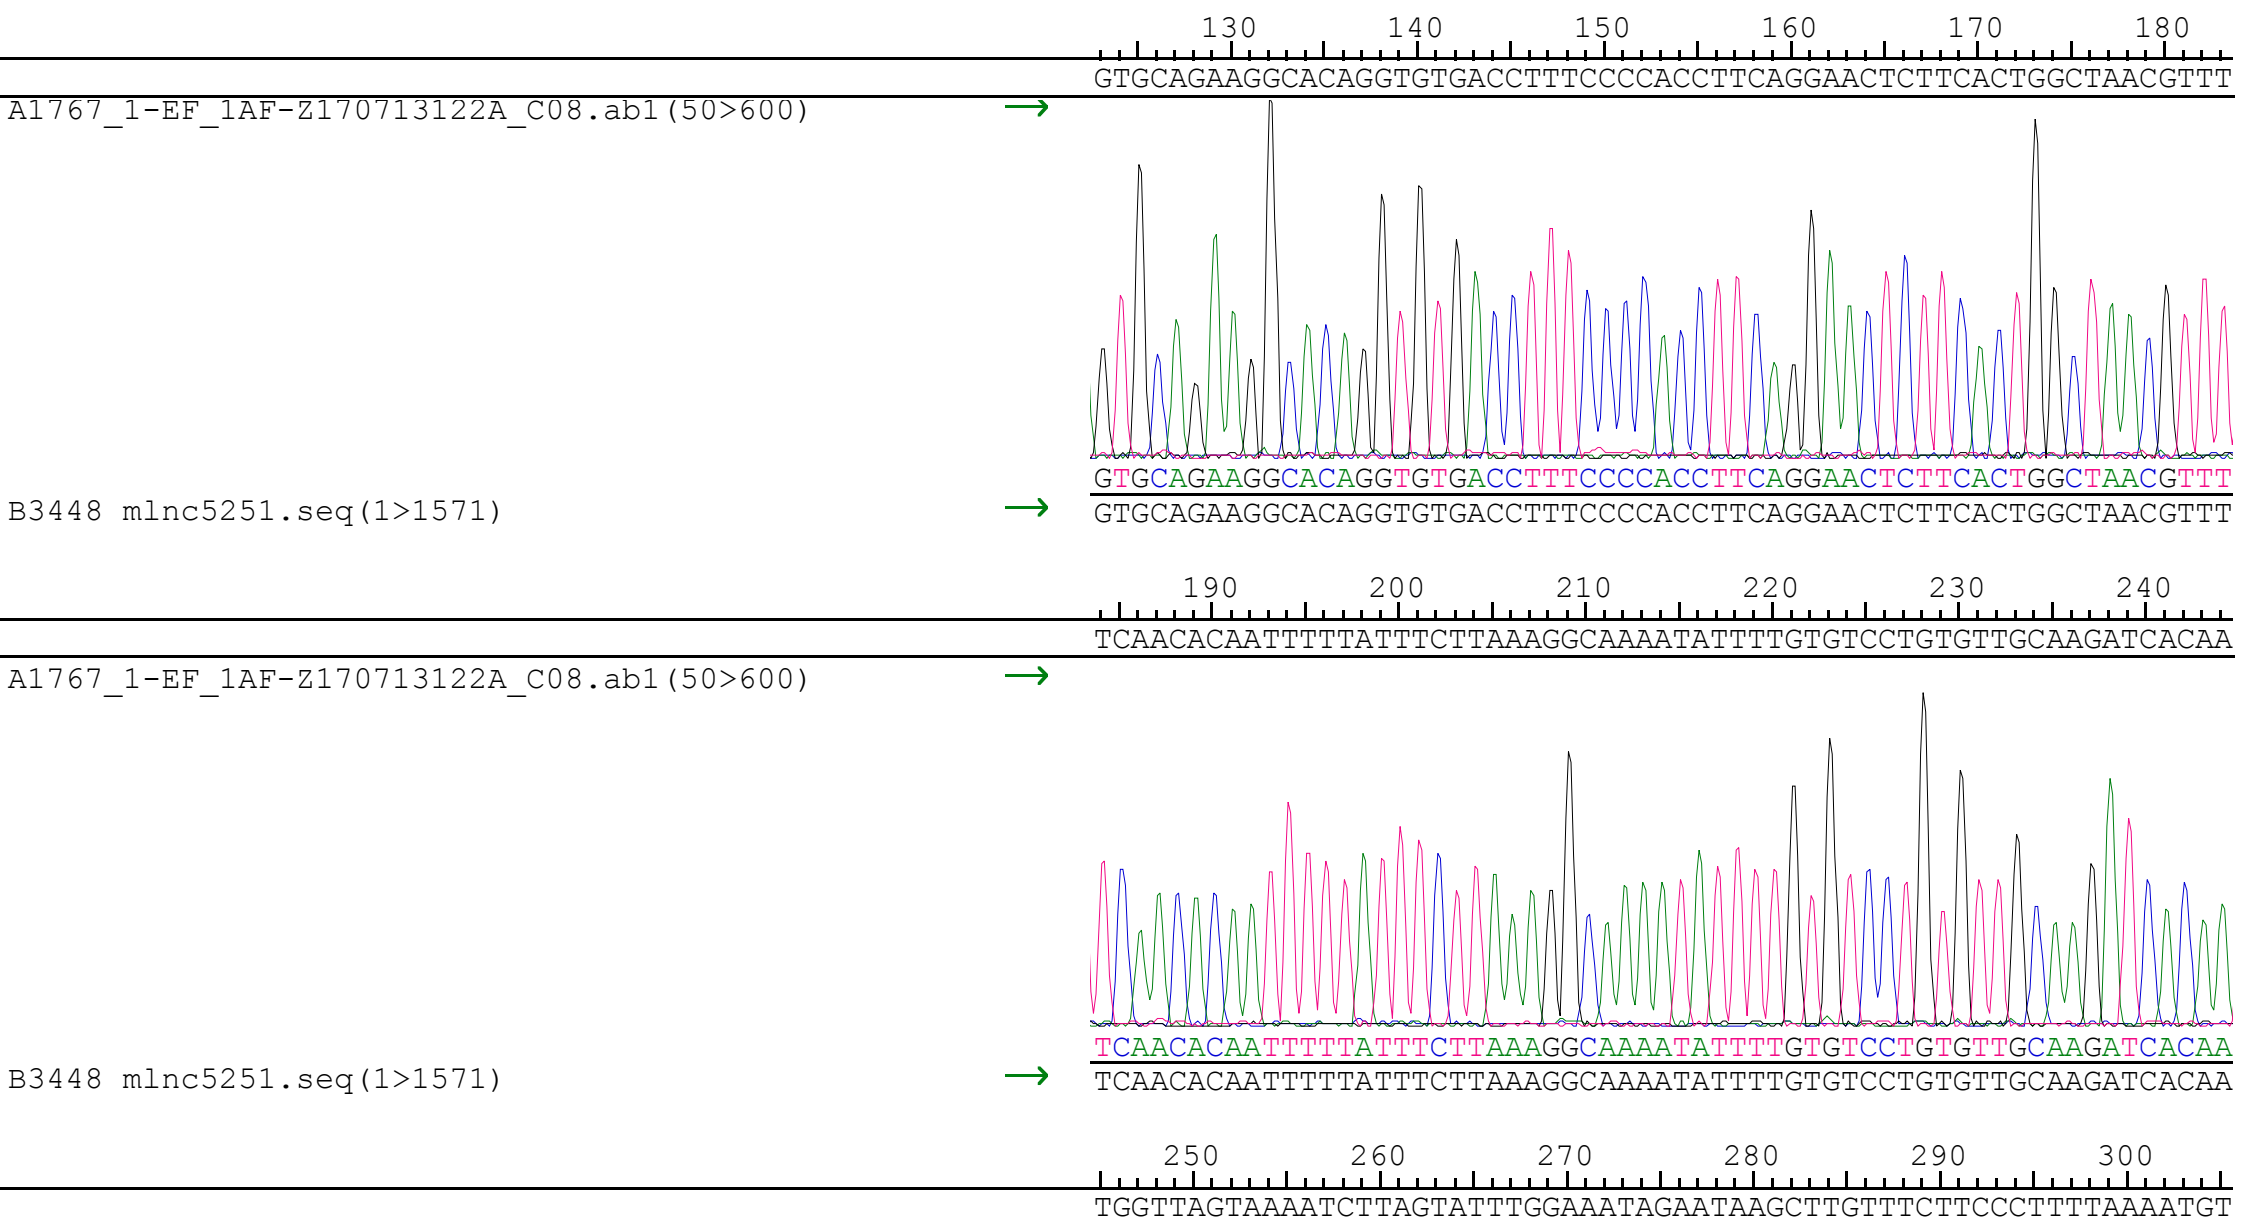

Project: Alignment of mlnc5251.sqd Contig 1

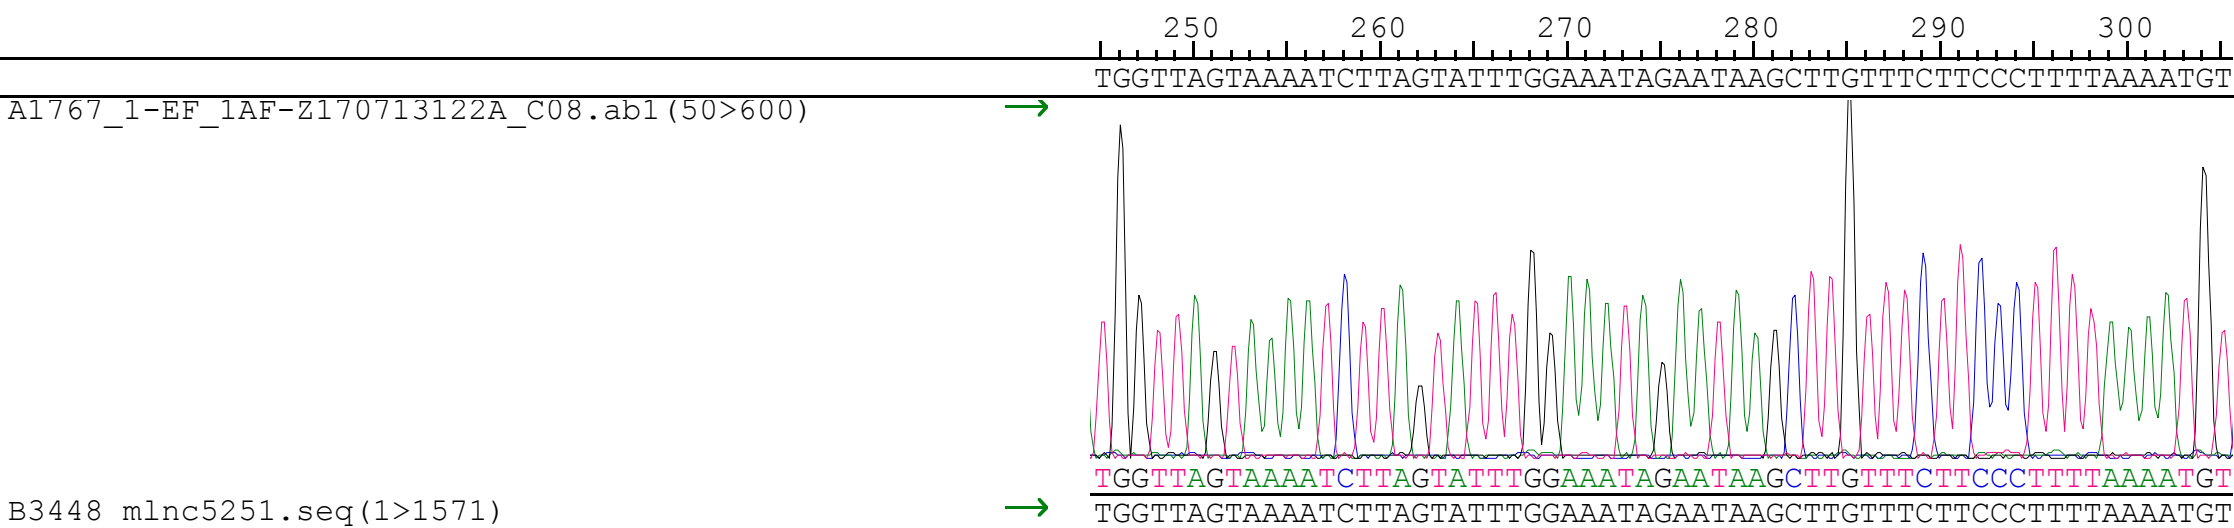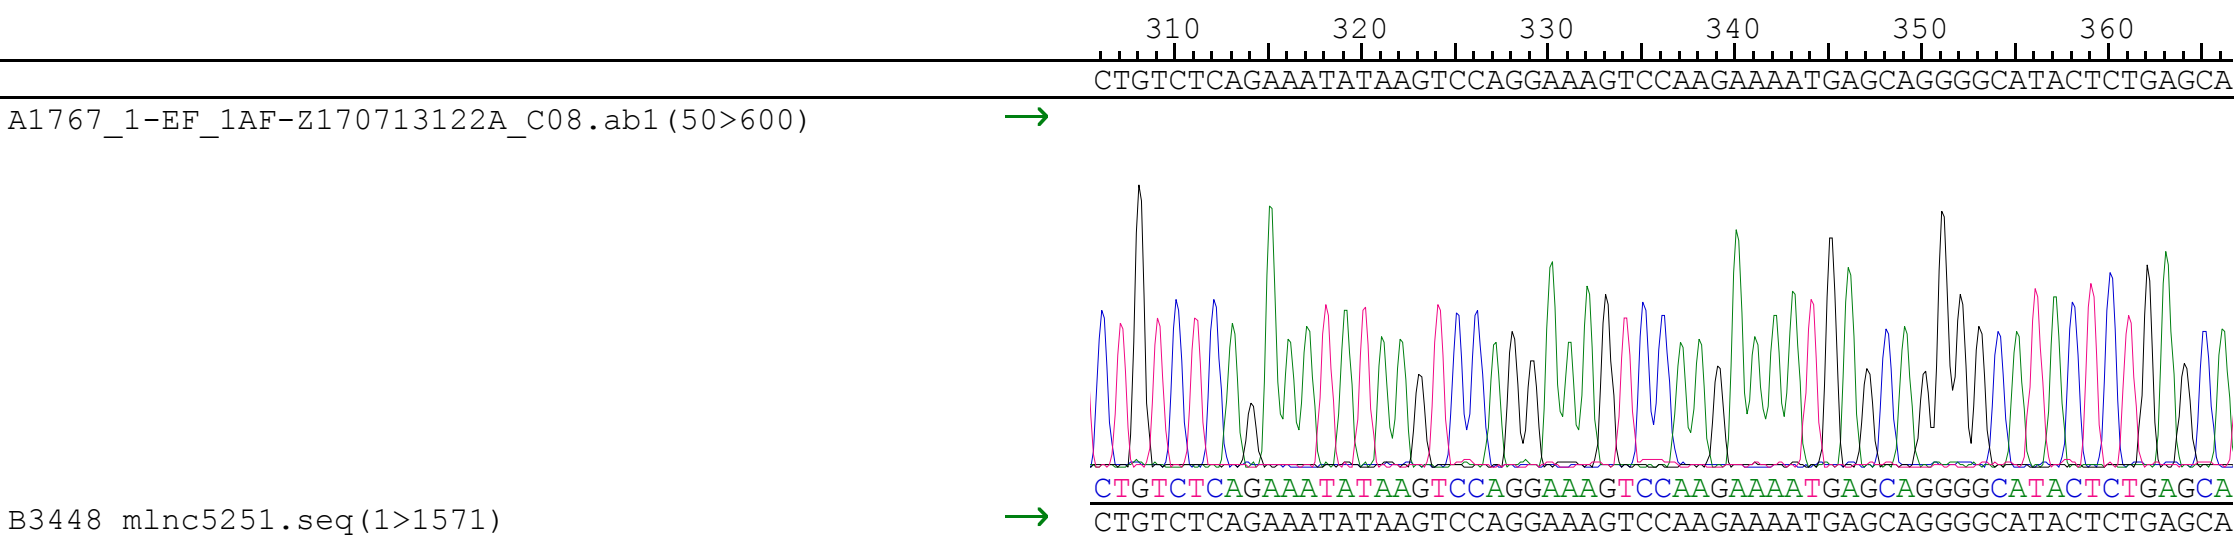Project: Alignment of mlnc5251.sqd Contig 1

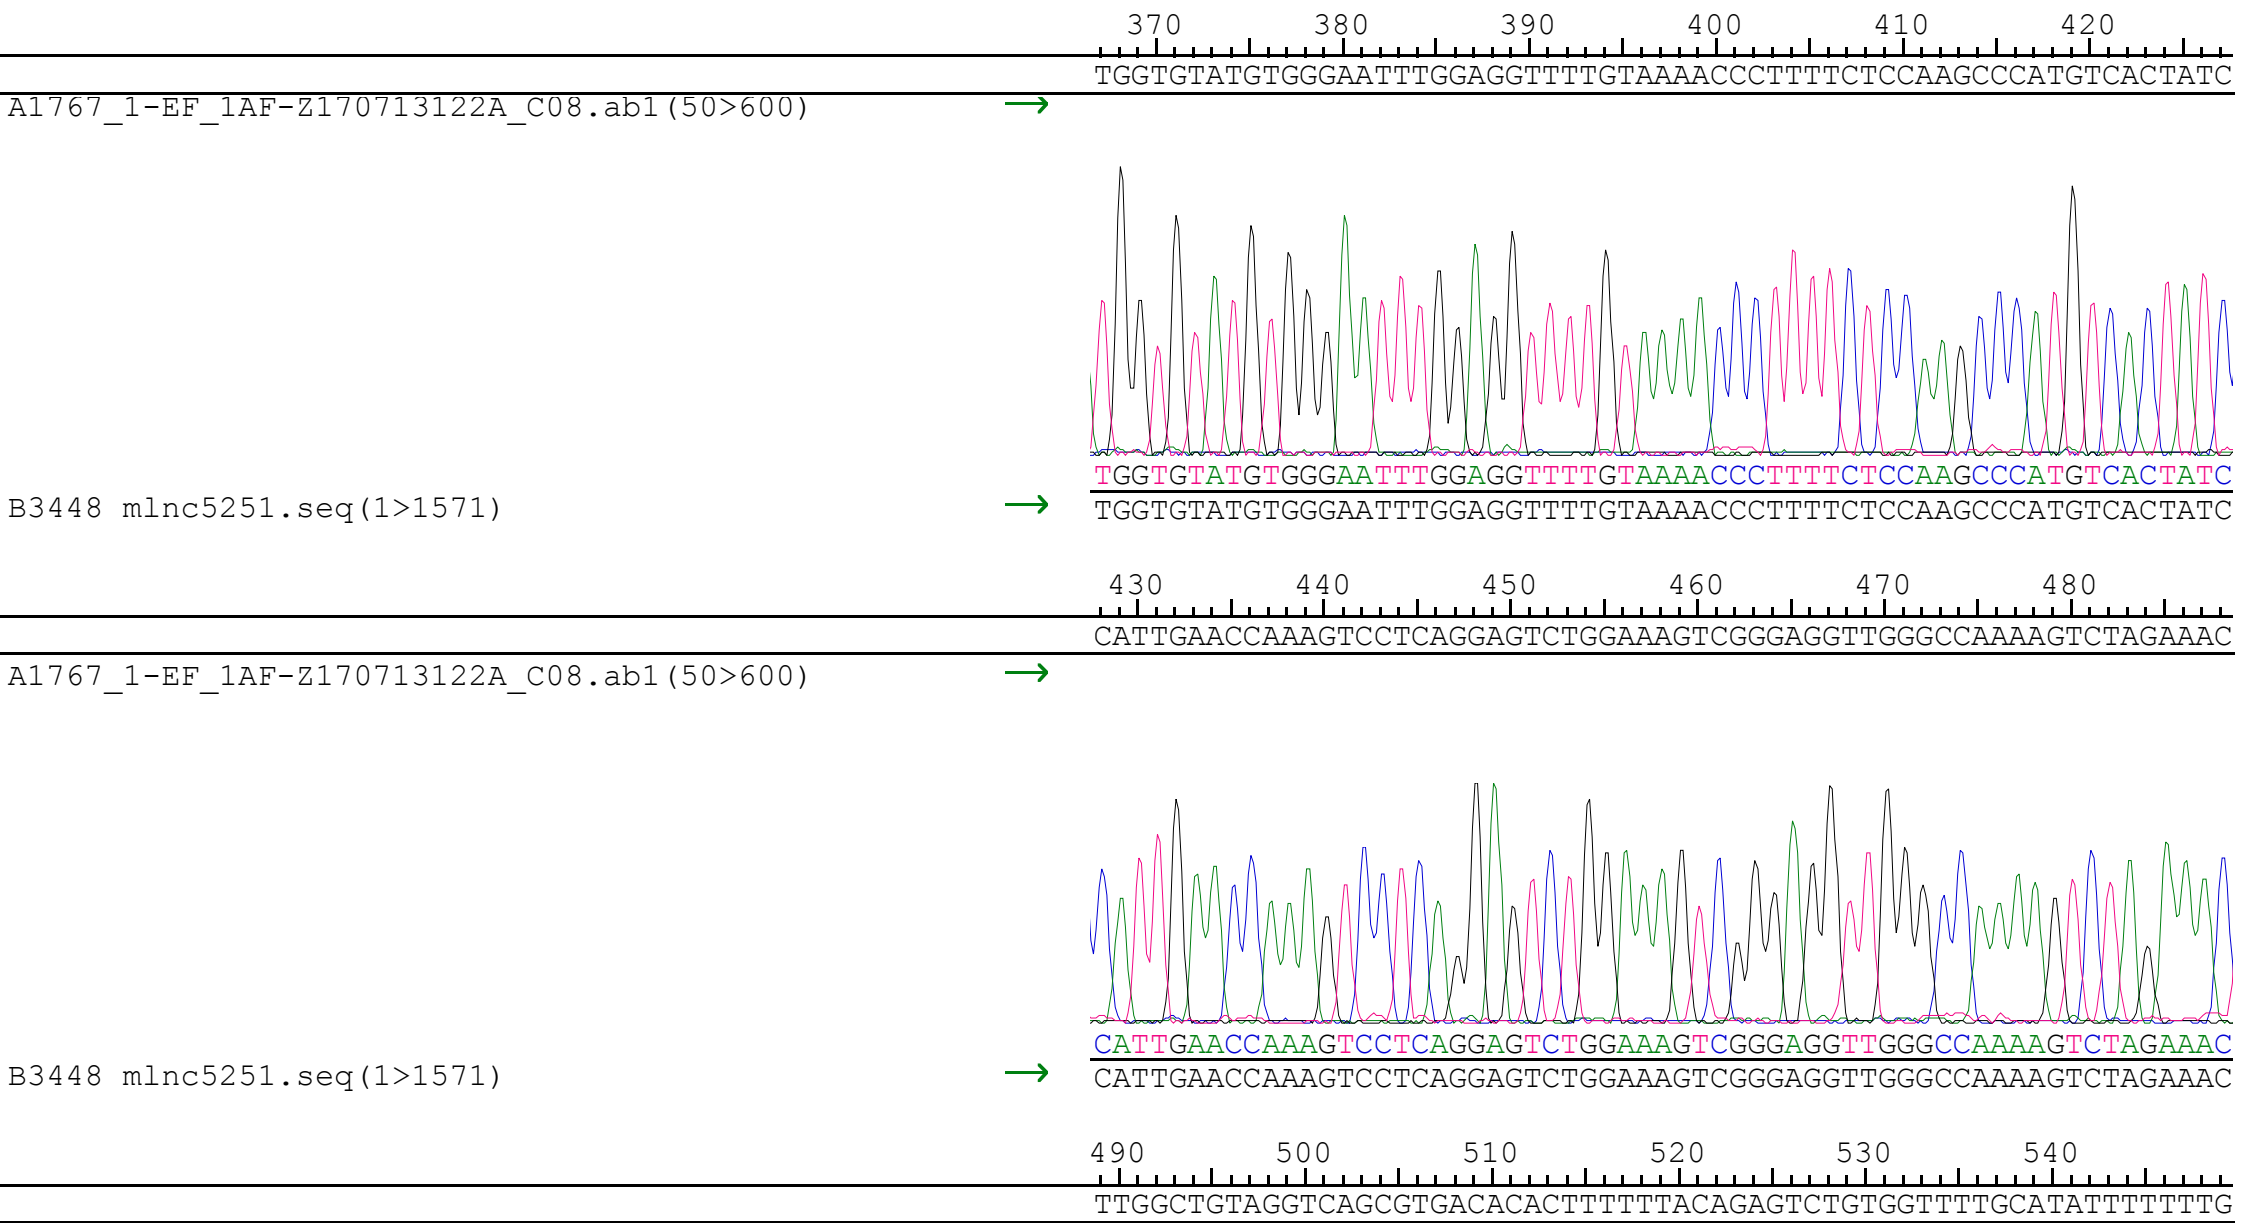

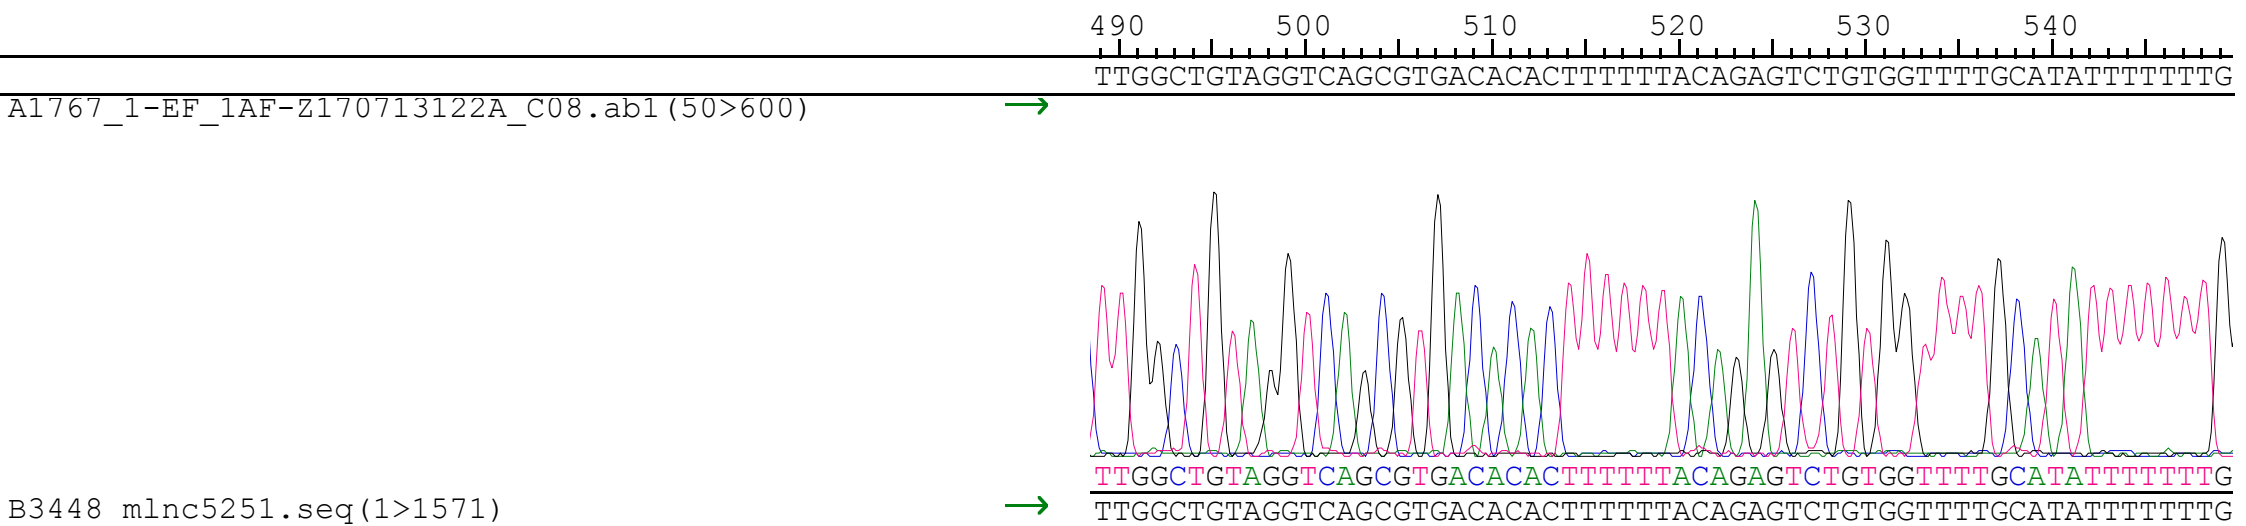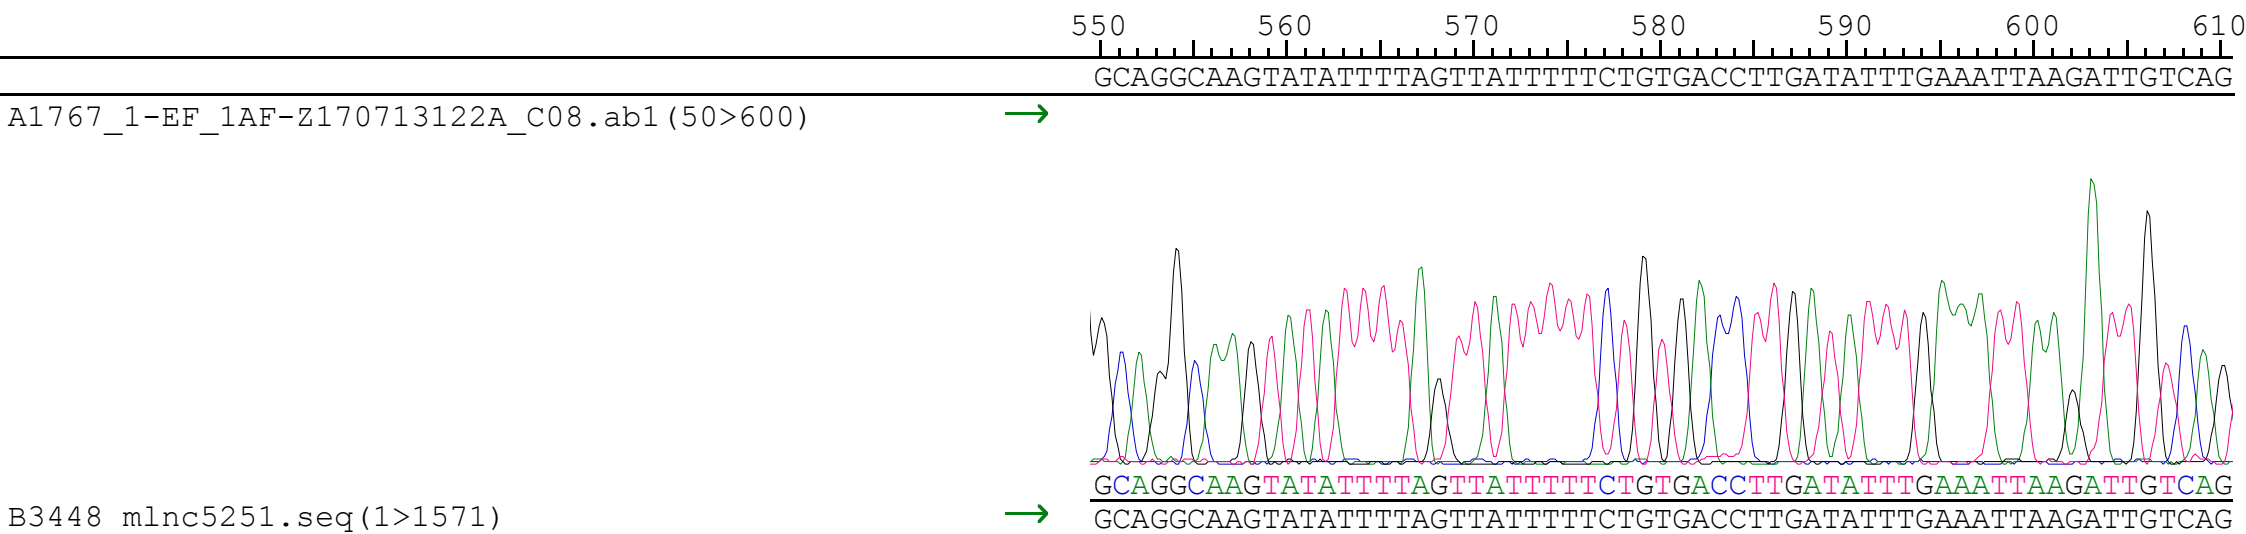

Project: Alignment of mlnc5251.sqd Contig 1

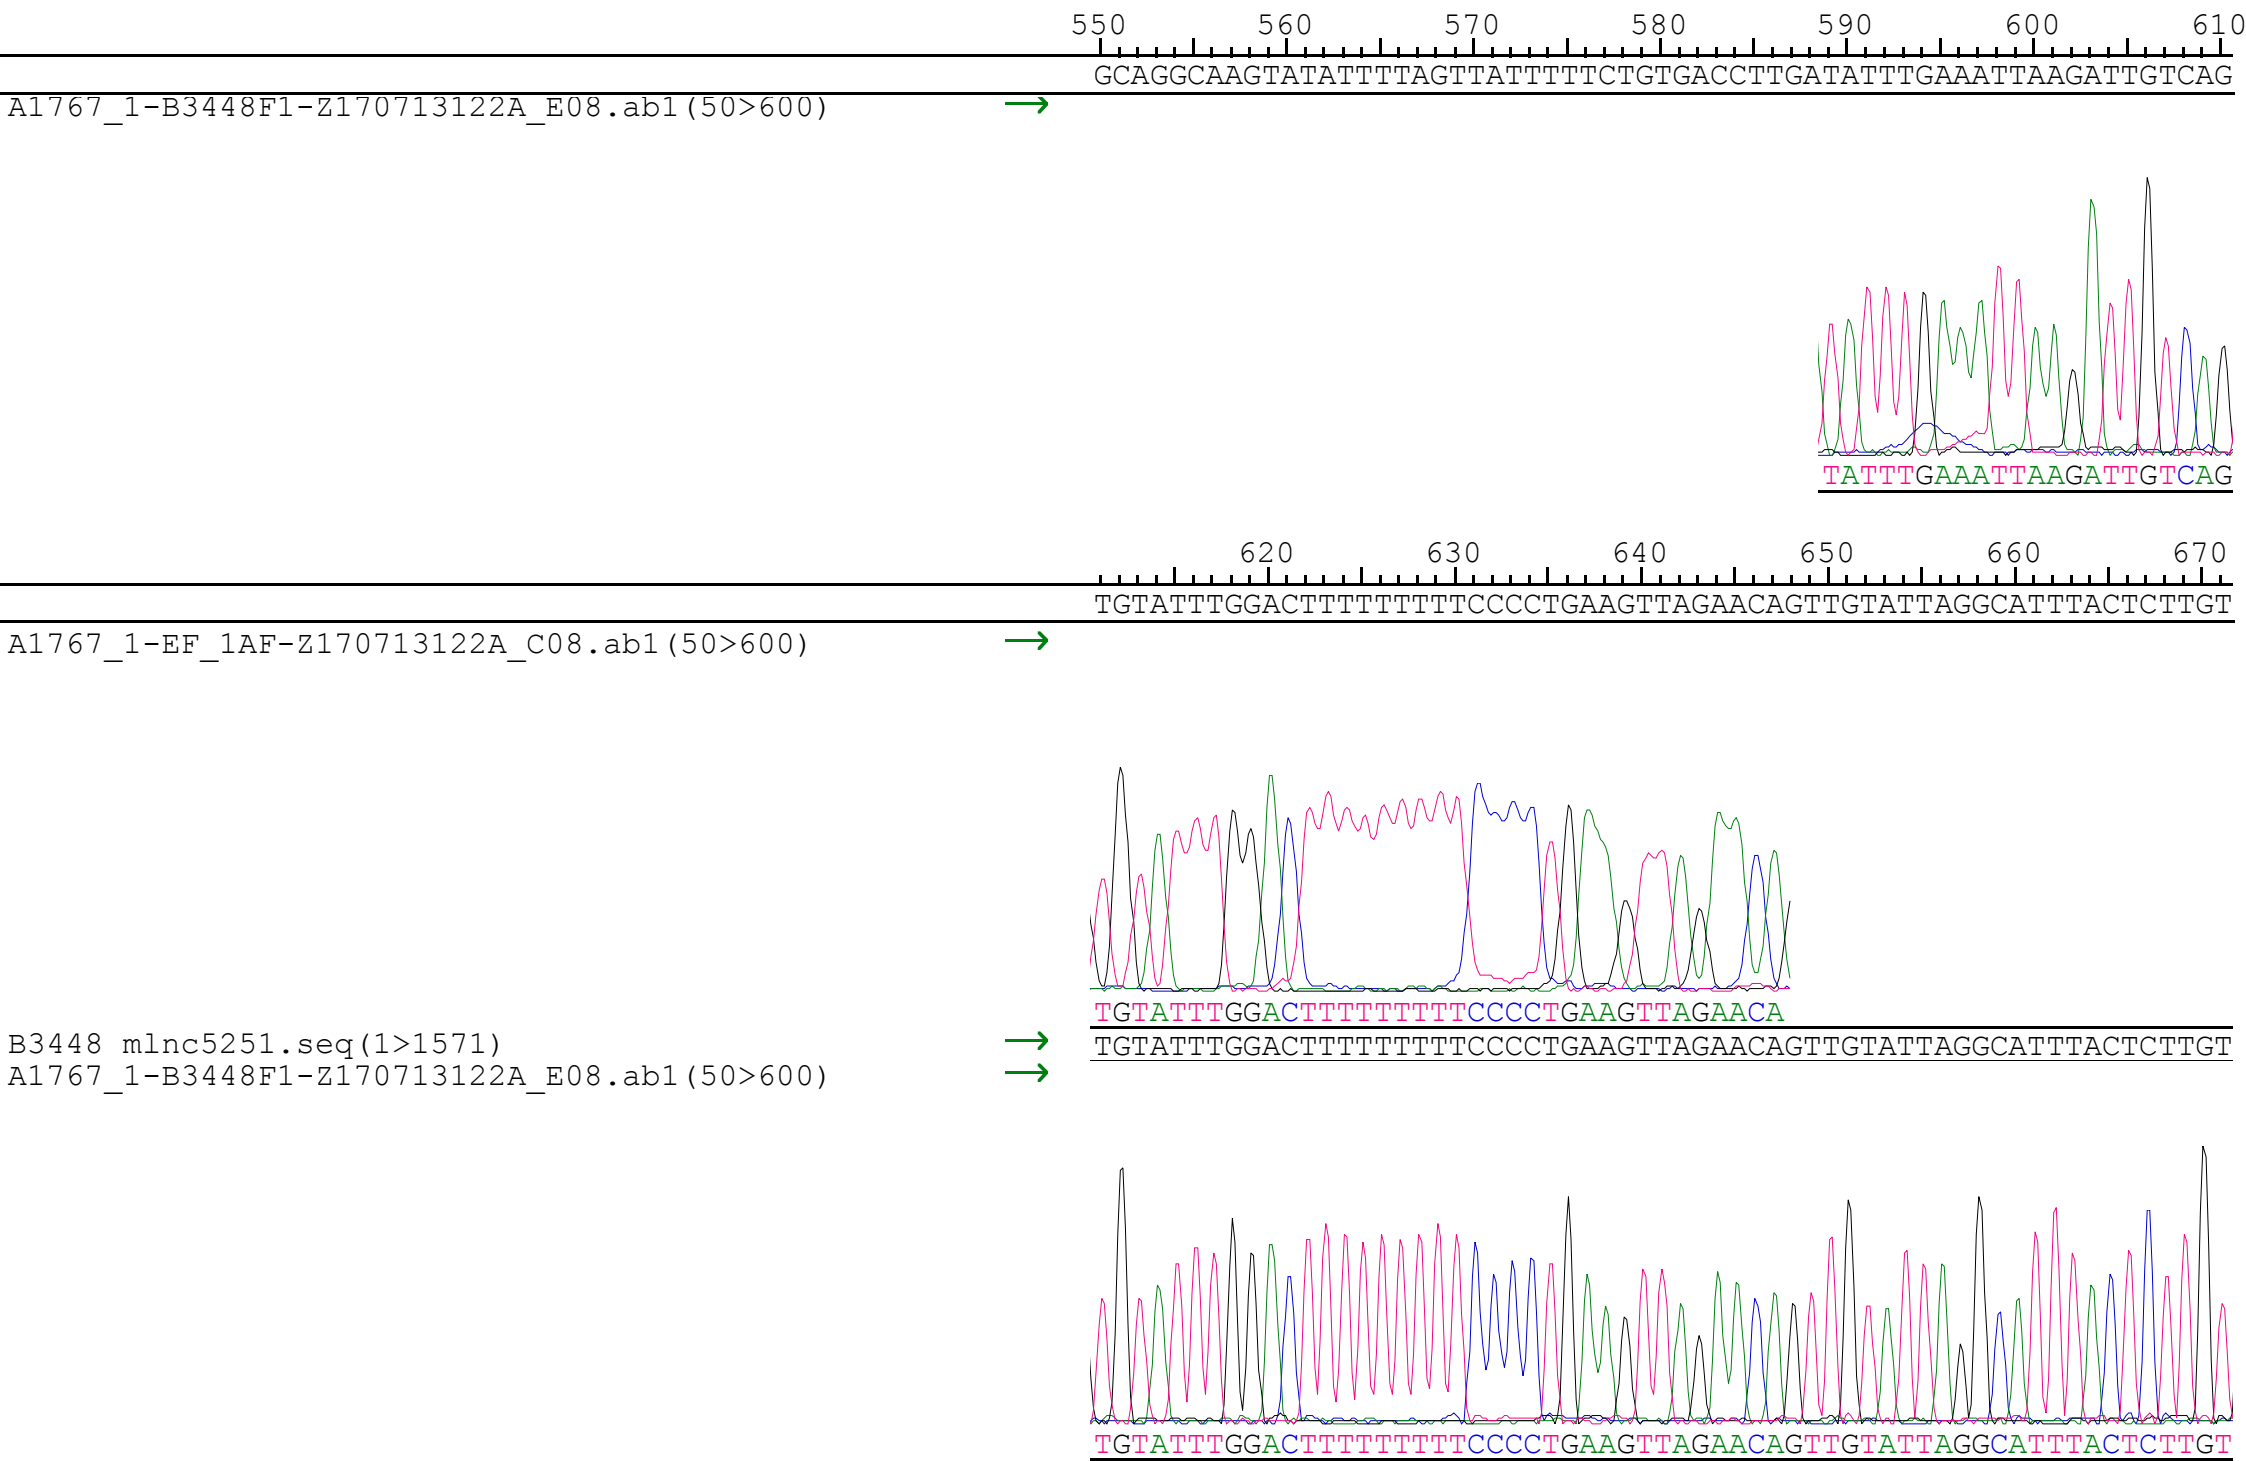

Project: Alignment of mlnc5251.sqd Contig 1

B3448 mlnc5251.seq (1>1571)  
A1767\_1-B3448F1-Z170713122A\_E08.ab1 (50>600)

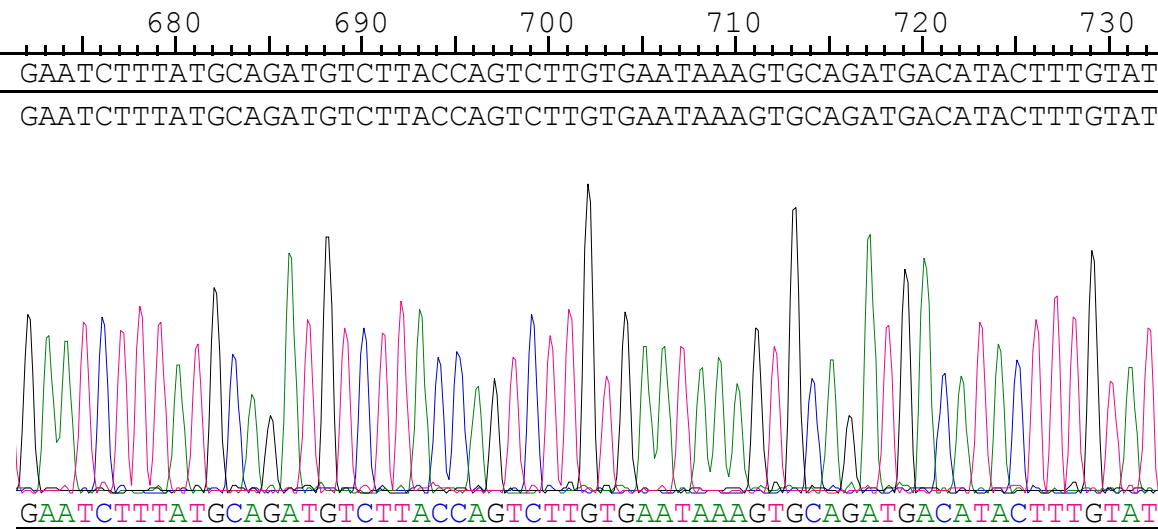

B3448 mlnc5251.seq (1>1571)  
A1767\_1-B3448F1-Z170713122A\_E08.ab1 (50>600)

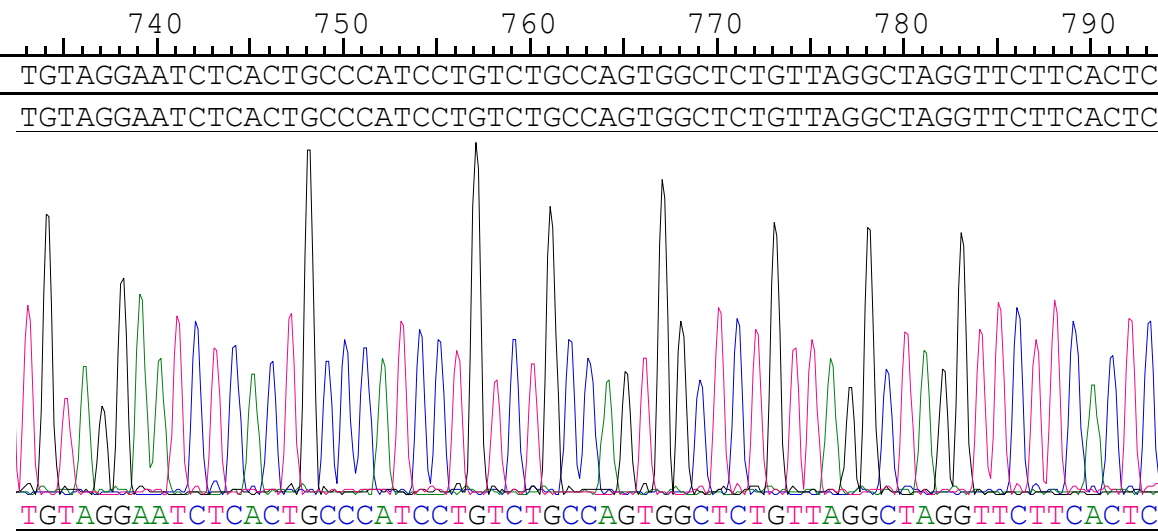

Project: Alignment of mlnc5251.sqd Contig 1

B3448 mlnc5251.seq (1>1571)  
A1767\_1-B3448F1-Z170713122A\_E08.ab1 (50>600)

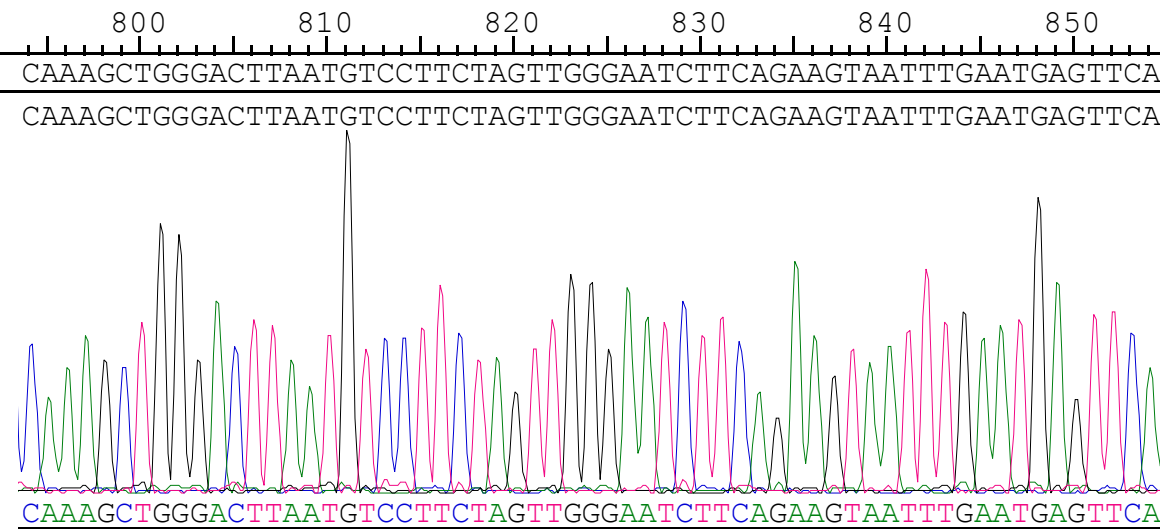

B3448 mlnc5251.seq (1>1571)  
A1767\_1-B3448F1-Z170713122A\_E08.ab1 (50>600)

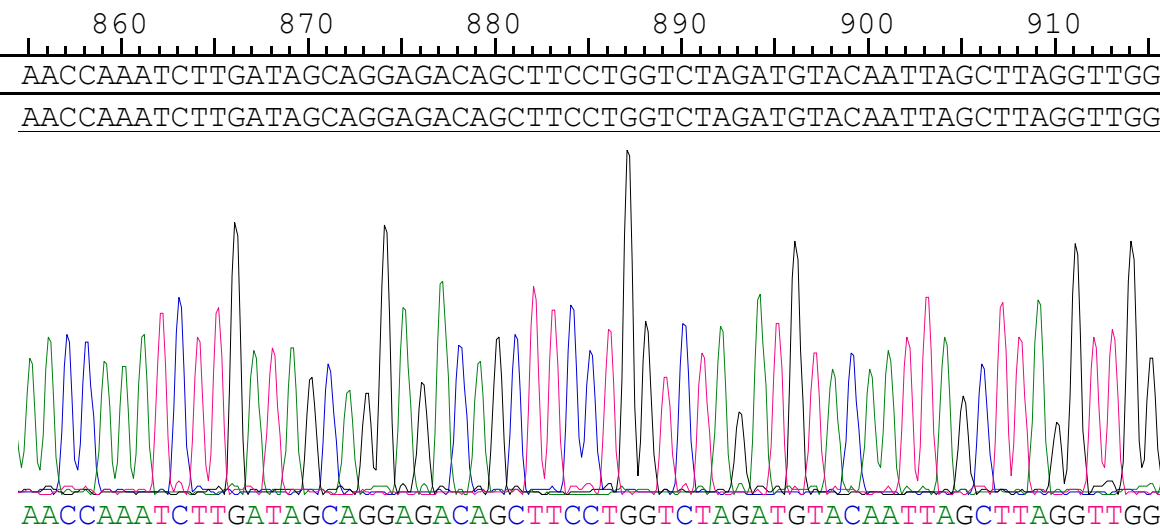

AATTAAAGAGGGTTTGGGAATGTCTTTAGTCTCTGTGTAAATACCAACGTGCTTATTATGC

→

→

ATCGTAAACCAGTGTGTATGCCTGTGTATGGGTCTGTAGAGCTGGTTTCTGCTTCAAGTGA

Project: Alignment of mlnc5251.sqd Contig 1

B3448 mlnc5251.seq (1>1571)  
A1767\_1-B3448F1-Z170713122A\_E08.ab1 (50>600)

1040 1050 1060 1070 1080 1090  
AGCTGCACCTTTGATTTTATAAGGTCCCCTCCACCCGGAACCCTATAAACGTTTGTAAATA

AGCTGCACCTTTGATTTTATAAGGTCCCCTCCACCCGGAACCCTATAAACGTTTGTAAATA

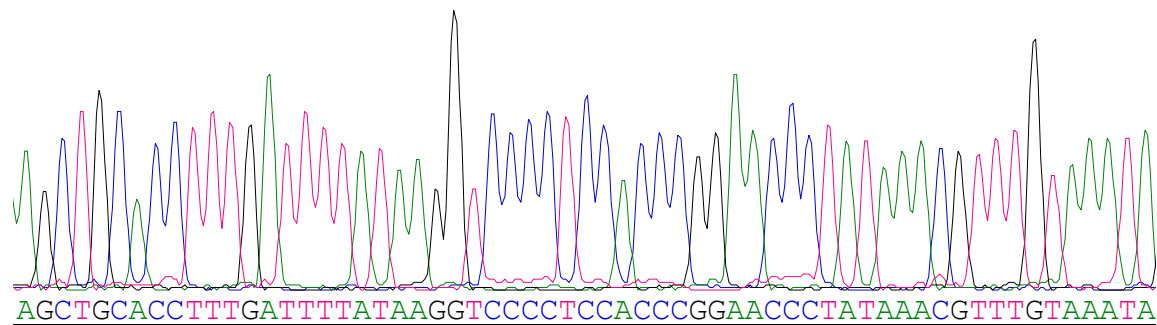

A1767\_1-PIRES2\_EGFP.P3-Z170713122A\_D08.ab1 (50>600)

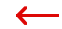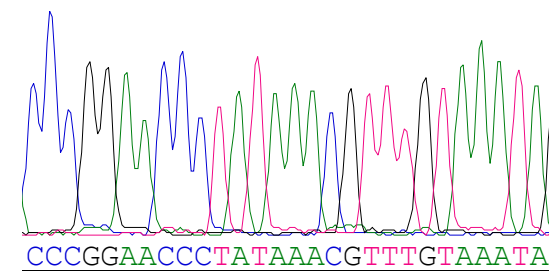

Project: Alignment of mlnc5251.sqd Contig 1

|                                              |   |                                                               |
|----------------------------------------------|---|---------------------------------------------------------------|
|                                              |   | 110011101120113011401150                                      |
|                                              |   | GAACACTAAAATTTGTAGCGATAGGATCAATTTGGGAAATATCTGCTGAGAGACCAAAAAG |
| B3448 mlnc5251.seq (1>1571)                  | → | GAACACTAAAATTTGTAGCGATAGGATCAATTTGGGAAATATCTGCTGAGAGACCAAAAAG |
| A1767_1-B3448F1-Z170713122A_E08.ab1 (50>600) | → |                                                               |

A1767\_1-PIRES2\_EGFP.P3-Z170713122A\_D08.ab1 (50>600)

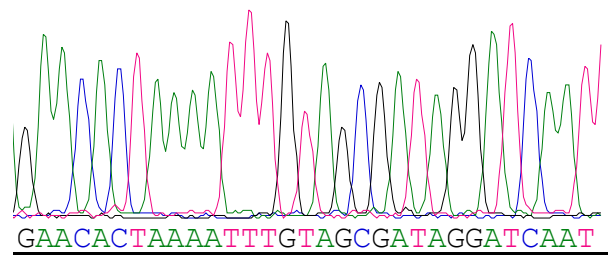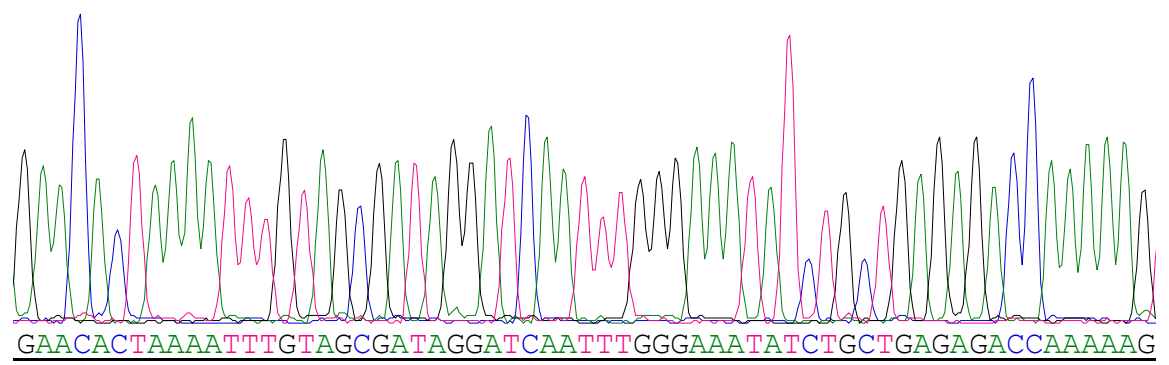

Project: Alignment of mlnc5251.sqd Contig 1

B3448 mlnc5251.seq (1>1571)  
A1767\_1-PIRES2\_EGFP.P3-Z170713122A\_D08.ab1 (50>600)

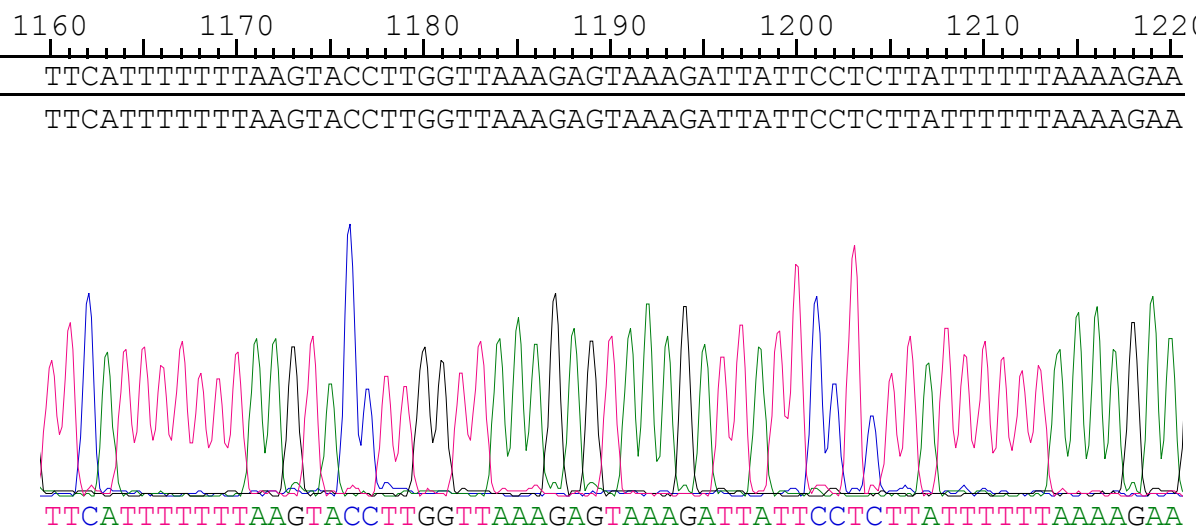

B3448 mlnc5251.seq (1>1571)  
A1767\_1-PIRES2\_EGFP.P3-Z170713122A\_D08.ab1 (50>600)

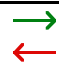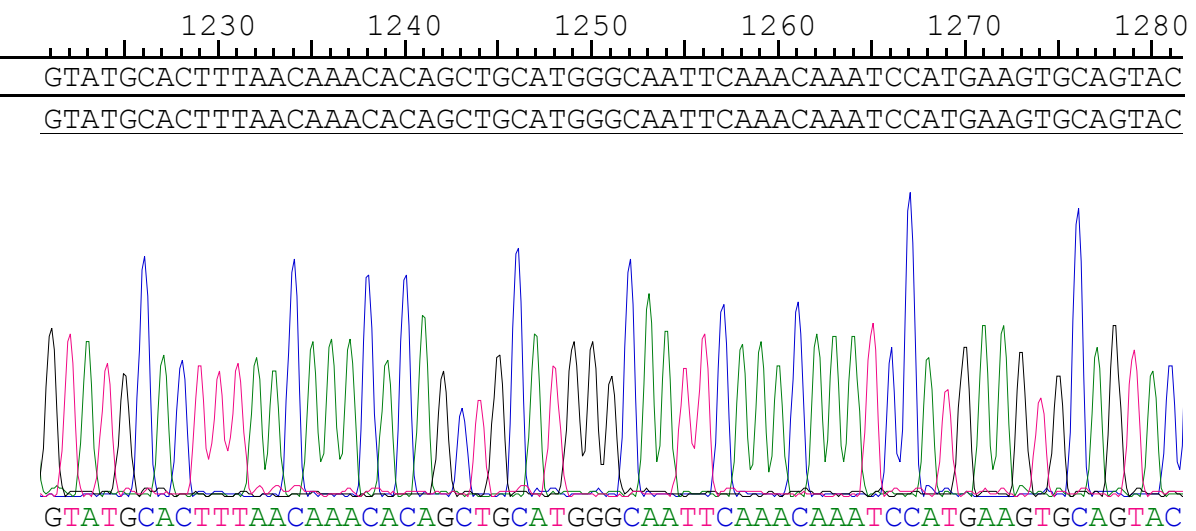

Project: Alignment of mlnc5251.sqd Contig 1

B3448 mlnc5251.seq (1>1571)  
A1767\_1-PIRES2\_EGFP.P3-Z170713122A\_D08.ab1 (50>600)

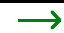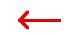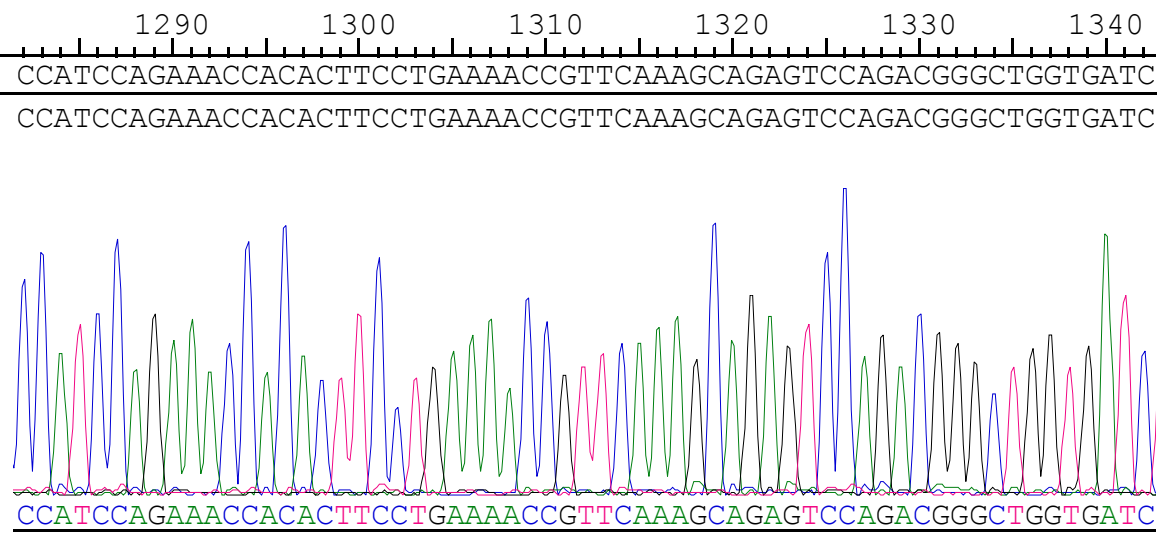

B3448 mlnc5251.seq (1>1571)  
A1767\_1-PIRES2\_EGFP.P3-Z170713122A\_D08.ab1 (50>600)

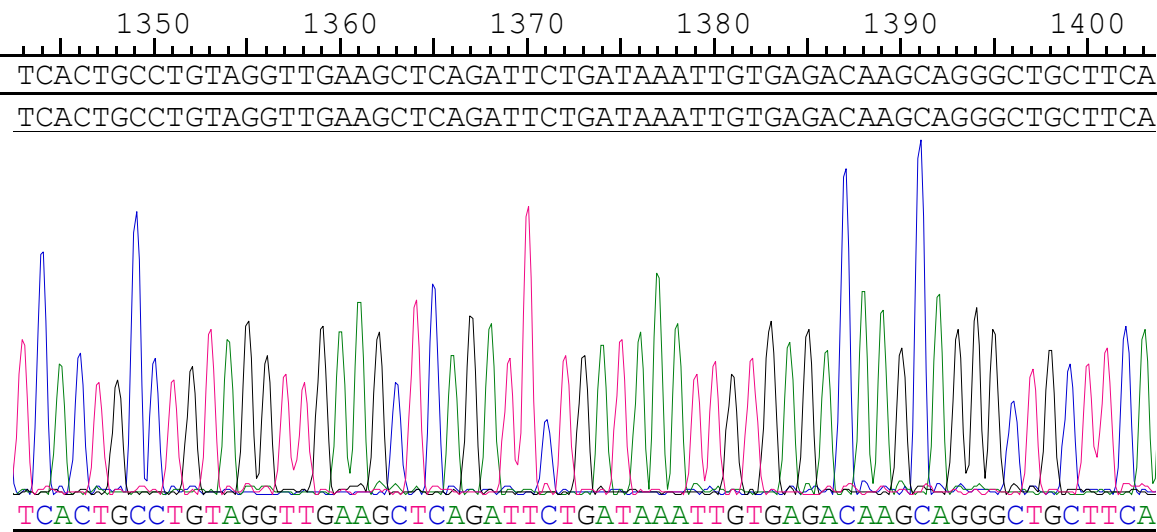

Project: Alignment of mlnc5251.sqd Contig 1

B3448 mlnc5251.seq (1>1571)  
A1767\_1-PIRES2\_EGFP.P3-Z170713122A\_D08.ab1 (50>600)

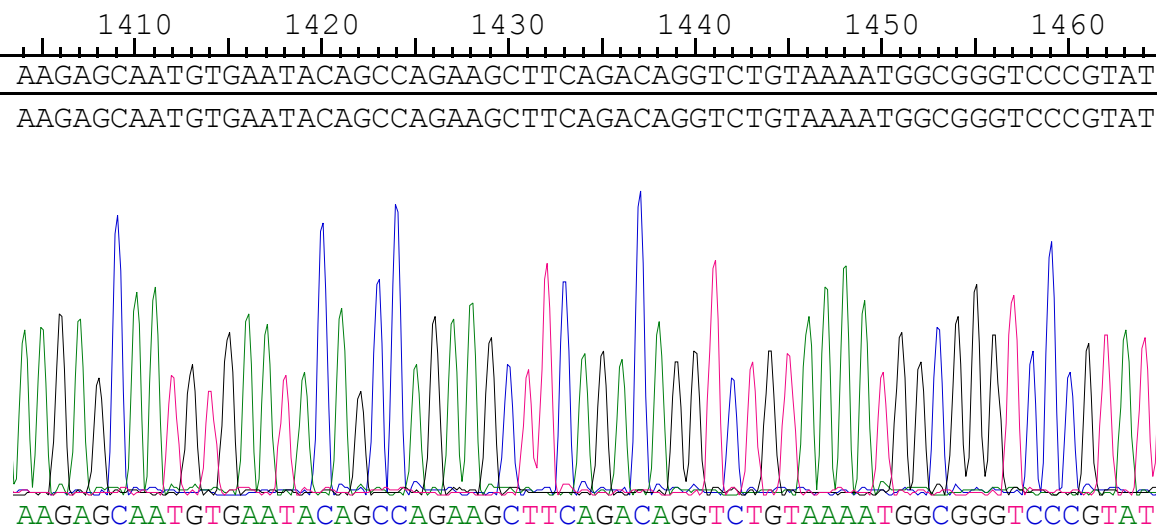

B3448 mlnc5251.seq (1>1571)  
A1767\_1-PIRES2\_EGFP.P3-Z170713122A\_D08.ab1 (50>600)

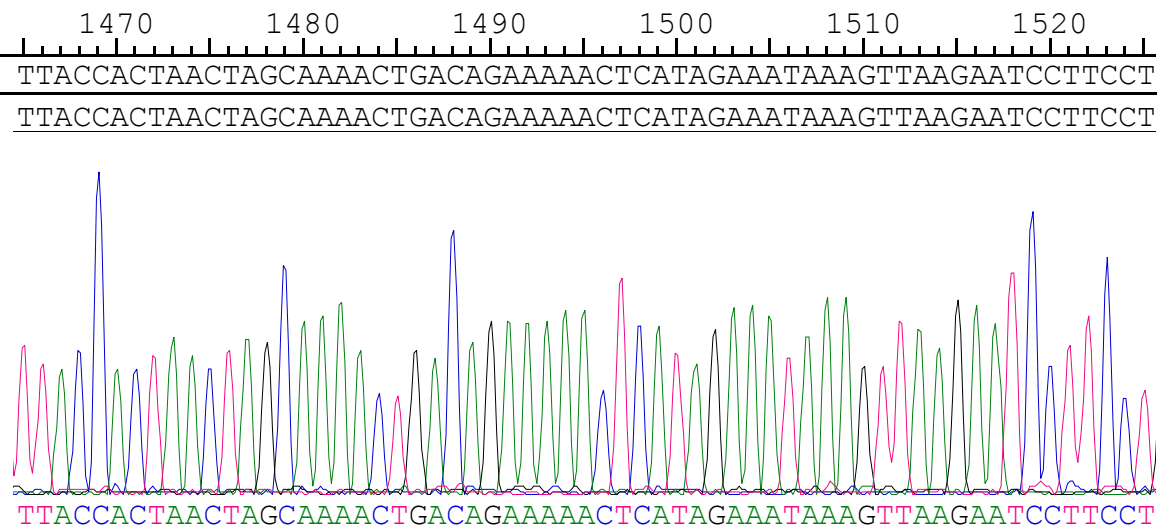

Project: Alignment of mlnc5251.sqd Contig 1

B3448 mlnc5251.seq (1>1571)  
A1767\_1-PIRES2\_EGFP.P3-Z170713122A\_D08.ab1 (50>600)

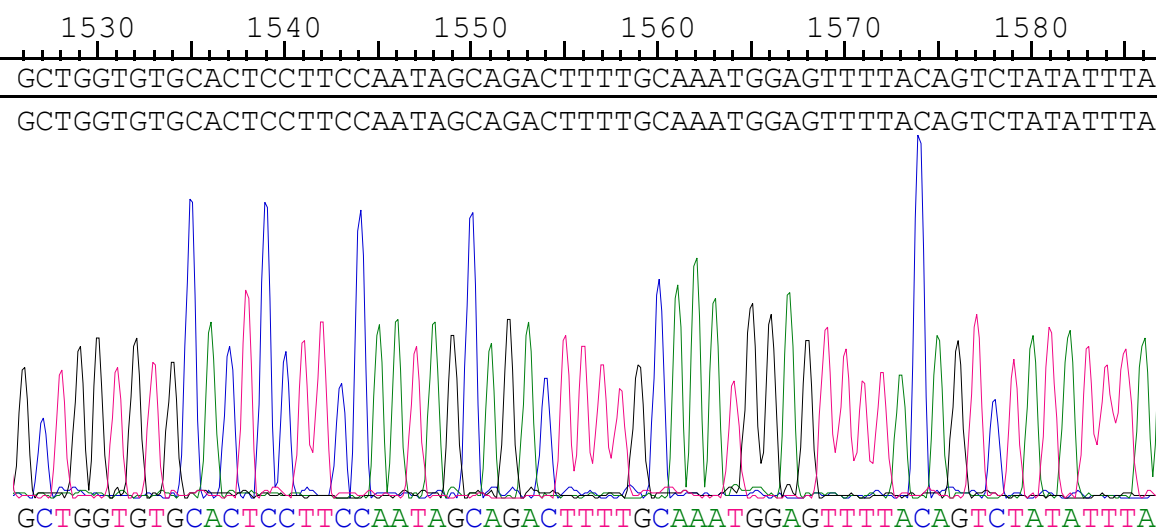

B3448 mlnc5251.seq (1>1571)  
A1767\_1-PIRES2\_EGFP.P3-Z170713122A\_D08.ab1 (50>600)

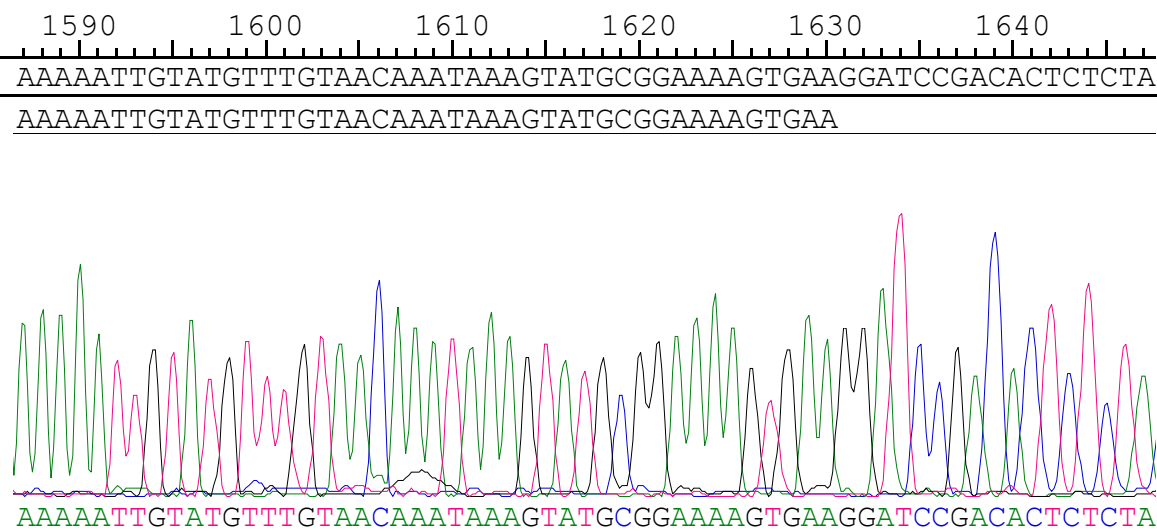

1650 1660 1670

CTGATACTCATCACTAACGTACT

Project: Alignment of mlnc5251.sqd Contig 1

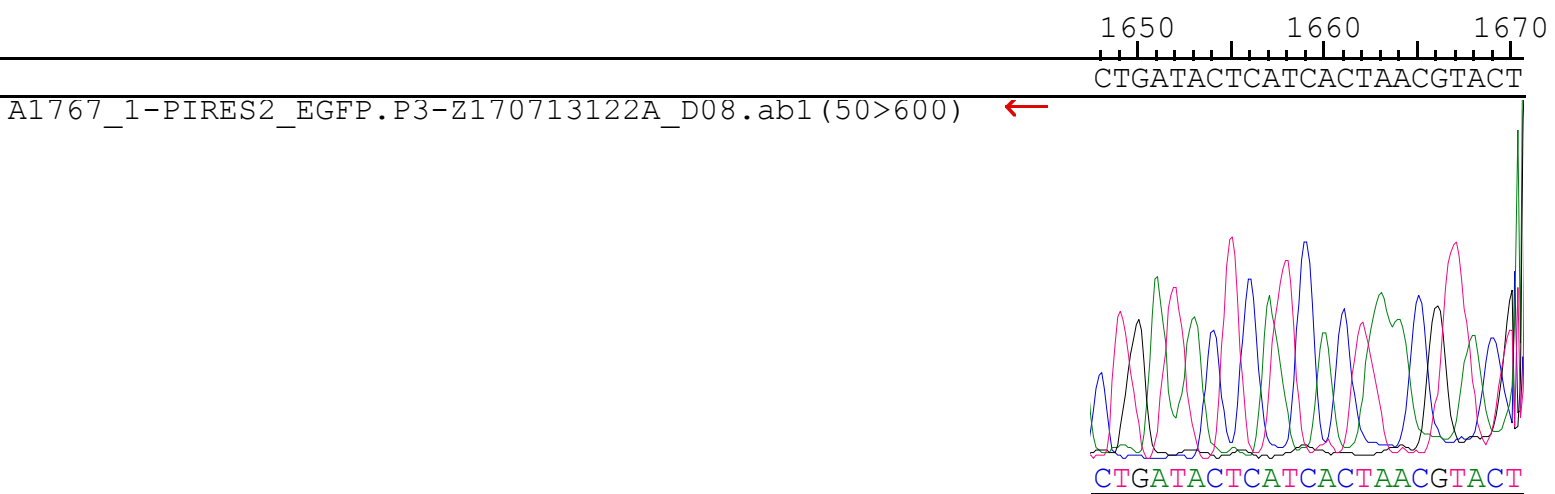

**Supplement:** Supplementary file 5 — Supplementary Material 5

# Supplementary material for: LncRNA5251 inhibits spermatogenesis via modification of cell-cell junctions
**Source:** Biol Direct. 2023 Jun 15;18:31. doi: 10.1186/s13062-023-00381-x
**Supplement:** Supplementary file 6 — Supplementary Material 6

**Additional information**

**Supplementary Fig. 1 Structure of the lentivirus vector used in this study and its production protocol for subsequent infection of cells and animals. a** Structure of LV3 vector. **b** Structure of LV5 vector. **c** Process of virus (shRNA).

**Supplementary Fig. 2 RAN-seq data for muF0 testis samples.** (**a**) Heatmap for RNA-seq data after knockdown lncRNA5251 in muF0 mouse testes. (**b**) Heatmap for RNA-seq data after overexpression lncRNA5251 in muF0 mouse testes. (**c**) GO enrichment analysis of down-regulated genes after inhibiting lncRNA5251 in muF0 mouse testes. (**d**) GO enrichment analysis of up-regulated genes after overexpressing lncRNA5251 in muF0 mouse testes.

**Supplementary Fig. 3.** **RAN-seq data for muF1 testis samples.** (**a**) Heatmap for RNA-seq data after knockdown lncRNA5251 in muF1 mouse testes. (**b**) Heatmap for RNA-seq data after overexpression lncRNA5251 in muF1 mouse testes. (**c**) GO enrichment analysis of down-regulated genes after inhibiting lncRNA5251 in muF1 mouse testes. (**d**) GO enrichment analysis of up-regulated genes after overexpressing lncRNA5251 in muF1 mouse testes.

**Supplementary Table 1.** Sequence for knockdown shRNA.

**Supplementary Table 2.** Sequence of lncRNA5251.

**Supplementary Table 3.** Primary antibody information.

**Supplementary file 1.** detailed methods.

**Supplementary file 2.** Alignment of lncRNA5251.

# Supplementary material for: LncRNA5251 inhibits spermatogenesis via modification of cell-cell junctions
**Source:** Biol Direct. 2023 Jun 15;18:31. doi: 10.1186/s13062-023-00381-x
**Supplement:** Supplementary file 7 — Supplementary Material 7

**Supplementary Tables**

**Table S1 sequence for knockdown shRNA**

**Table S2 sequence of lncRNA5251**

Table S3 Primary antibody information

How the deposited data were processed for this re-analysis (not part of the article)

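RNA of 12 libraries of C18-4 cells was measured, 3 for each of the groups 3NC, KD (lncRNA5251 knockdown), 5NC and OV (labelled as lncRNA5251 overexpression). The groups and replicate numbers were taken from the sample labels and the paper. The data statement of the paper names another series for the C18-4 cells than the one used here, whose sample labels carry the names of the C18-4 groups. The heading of the C18-4 part of the supplementary methods names lncRNA8276, while the main text and the sample labels name lncRNA5251, and the labels were followed. The testis and sperm experiments of the paper were not analysed here.

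The authors deposited RPKM values, 1 table of 17576 genes. The supplementary methods state that mRNA was enriched with oligo(dT) beads, sequenced on an Illumina instrument and mapped to reference genes with SOAPaligner, and that read numbers were transformed into RPKM. The filter that left these genes and the genome build are not named in the text. RPKM divides by gene length and library size, so a gene's precision in reads is lost, and whole reads were not recovered. Reads shared by related genes depend on the mapping. A bias of a library by gene length or GC content stays in RPKM.

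From the deposited RPKM, log2(RPKM + 1) was computed. Genes with at least 1 RPKM in at least 3 libraries were tested, 11435 in all. limma 3.58.1 in R 4.3.3 was fitted to all libraries in 1 model with a term for the group, with eBayes and an intensity trend, and p-values were adjusted by the Benjamini-Hochberg method. The test for normalized values took the place of the count test first planned, because the table holds RPKM. The contrasts were KD against 3NC, OV against 5NC, and 5NC against 3NC, which the paper does not compare. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No exact permutation test of 3 against 3 libraries can give a p below 0.1. The fit shares its estimate of the spread across genes and was tested on simulated data. With 200 genes changed among 11435, 200 were called in the right direction and 1 unchanged gene was called. A comparison without a change gave 0 calls. A list with a shift was found with camera and with fry, and 0 other lists were. The simulated genes varied independently and few of them changed, so this does not show how fry behaves where many genes shift. A length and GC trend gave 7433 of 11110 unchanged genes an adjusted p of at most 0.05 before the correction for it and 12 after. Of 20 words of 7 bases lowered in turn among 11151 genes with a 3' UTR, 20 were in the lowest 5% of words.

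Of 20 gene lists written by hand before the data were examined, 18 had at least 3 tested genes. They are cell-cell junction, the 11 proteins stained in C18-4 cells, integrins, myosin II, T-tubule, ECM receptor interaction, focal adhesion, parts of PI3K-AKT and MAPK, TNF and IL17, xenobiotic and glutathione metabolism, NRF2 targets, ribosome biogenesis, HIF1 targets, interferon-stimulated, germ cell, Sertoli and mesenchymal genes. The Leydig list had 1 tested gene and the list of proteins measured in testis had 2. A list of 17 smooth muscle genes and a list of 19 genes of ERK output were written after values had been seen. Lists were tested with limma's camera and with Fisher's exact test. Gene symbols were matched through the Entrez numbers of the RefSeq gene table.

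The genes named are the 5 with the largest rise and the 5 with the largest fall among those past the threshold whose libraries did not overlap with the controls, the genes of the proteins the paper stained or blotted, and at most 5 genes past the threshold in each list tested at a claim. A gene that this rule picks is not reported here. Purb was picked from the match of the shRNA sequences. Gene length, GC content, 3' UTRs and coordinates are from the GENCODE annotation on GRCm38 and were used for the sequence matches and the checks of bias, with a value for 98.9% of the genes tested.

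The alternatives were another pseudocount, no filter on low values, quantile normalization, a fit to the 6 libraries compared, other thresholds, a replicate block, each library left out in turn, ratios of group means, fry, and camera with an estimated correlation. Others were added after the data were seen. The level of lncRNA5251 and the sequence of Table S2 were not analysed here.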

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

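The tests on Purb and on the ERK output list below were chosen after the results were seen.

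Purb, which the paper does not discuss, fell in KD, with a log2 fold change of -1.75 against 3NC. After quantile normalization the log2 fold change was -1.80, so the scaling of the libraries does not account for it. Against 5NC it was -1.62 (adjusted p = 2.05e-09 from limma with Benjamini-Hochberg adjustment), so a peculiarity of the 3NC libraries does not either. All 3 shRNAs match the Purb 3' UTR exactly. Purb ranked 3 from the largest fall among the 2303 genes within 0.5 log2 units of its mean level. A candidate explanation is an action of the 3 shRNAs on the Purb mRNA, which was tested on the same data that raised it. An effect of losing a separate lncRNA5251 transcript on Purb cannot be excluded, because the 3' UTR of Purb and the parts of lncRNA5251 that were placed occupy the same strand and bases. For the same reason, reads of such a transcript could be counted in the RPKM of Purb. The fall of this RPKM therefore does not separate a loss of Purb mRNA from a loss of lncRNA5251.

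The control groups differed from each other. In 5NC against 3NC, 178 genes were higher and 120 lower (298 genes, at an adjusted p of at most 0.001 and the same fold limit, limma), more than the 180 of KD against 3NC. Of the 10 splits of these 6 libraries, 1 gave as many genes, the real one, a share that cannot go below 0.1. After a correction for gene length and GC content 93.0% of the 298 calls remained, and 92.6% of the 282 calls with a length and GC value (94.6%), so such a bias is not the whole cause. The seed of the control shRNA had as high a statistic as 47.3% of the words of 7 bases, which argues against its seed matches. The interferon-stimulated list had an adjusted camera p of 0.0932 and a median of 0.15 with 32 of 43 genes rising, and the one-sided Fisher's exact p of its genes among the calls was 0.679, which argues against an interferon response as the cause of the calls, although fry gave 8.3e-07 for the list. The largest increases in 5NC, singled out after their values were seen, were Igfbp2 (log2 fold change 3.50), Fgf21 (2.64) and Dcn (2.32), and the largest decreases were Fosl1 (-3.56), Etv4 (-2.82) and Bnip3 (-2.36). A list of 19 ERK output genes, written without Fosl1 and Etv4, was lower in 5NC (limma's camera, unadjusted 0.000124, Benjamini-Hochberg adjusted p = 0.000247 over the 2 lists added, median -0.46), so a lower ERK output in 5NC than in 3NC is a candidate explanation for part of the difference. The list was also lower in KD than in 3NC (adjusted p = 1.73e-07, limma's camera, median -0.81), and whether 3NC is high or 5NC is low stays open. HIF1 targets (adjusted p = 3.91e-15, median -0.67), NRF2 targets (8.59e-12, median -0.43) and xenobiotic and glutathione genes (0.00743, median -0.13) were lower and mesenchymal genes (0.00149, median 0.35) higher in 5NC by camera, and of these the HIF1 and NRF2 lists held with an estimated correlation (0.000416 and 0.0295). The vectors LV3 and LV5, the control shRNA and the culture of each group go with the groups, and the design does not separate them.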

How the results depend on the processing

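Of 650 values computed under alternatives, 597 kept their direction and their side of the threshold (or, for counts, stayed within 1.5 times), 4 were weaker, 4 stronger, 40 moved and 5 reversed. All 434 values for single genes were among the 597, at the threshold for a changed gene (adjusted p of at most 0.001 and the fold limit), and 5NC as the control was not among their alternatives. They include genes below the fold limit, such as all those in OV, which could hardly change sides. Genes with an unadjusted p over 0.05 (limma) in a comparison had no alternatives there, and fits whose filter dropped a gene gave no value. At an adjusted p of at most 0.05 alone (limma), 25 of the 434 changed sides, 20 of them in fits that left out 1 library. The adjusted p of limma ranged in KD from 0.0170 to 0.0828 for Ctnnd1 and from 0.0388 to 0.265 for Vcam1, and in OV from 0.00884 to 0.0622 for Dusp6, from 0.00793 to 0.0957 for Fgf5, from 0.0187 to 0.115 for Gas6, from 0.000101 to 0.114 for Tjp1 and from 0.0158 to 0.121 for Vcam1. Where no cause is given below, the cause was not tested. Read numbers are not held by RPKM, so the alternatives with DEGseq MARS and with another count test were not run.

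In KD against 3NC (57 higher and 123 lower), an adjusted p of at most 0.05 without a fold limit gave 3647 and 2688 genes, by the looser threshold. A pseudocount of 0.1 gave 166 and 197, with 179 of the 180 genes shared, since it shrinks low genes less. A ratio of group means of at least 2 with a mean of at least 1 gave 213 and 221. Chosen after seeing the data, a pseudocount of 0.1 without a filter gave 190 and 213, the ratio with a mean of at least 0.5 gave 301 and 265, and 5NC as the control gave 144 and 262.

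In OV against 5NC (0 and 0), an adjusted p of at most 0.05 gave 2 and 2 with the fold limit (Gm14308 and Gm44504 higher, LOC102633156 and Lmbrd2 lower, singled out after their values were seen) and 923 and 1595 without it. Quantile normalization gave 1 higher gene, Tmem171. A pseudocount of 0.1 gave 2 and 2, and without a filter 2 and 1 (added after seeing the data). The ratio of means gave 15 and 20 with a mean of at least 1, and 24 and 36 with 0.5 (added after seeing the data). The fits that each left out 1 library gave from 0 to 1 higher and from 0 to 9 lower genes; the 1 and 9 came without OV replicate 3.

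In 5NC against 3NC (178 and 120), an adjusted p of at most 0.05 without a fold limit gave 3540 and 2926, a pseudocount of 0.1 gave 299 and 207, and without a filter 347 and 239 (added after seeing the data).

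The deviations of libraries with the same number correlated between -0.178 and 0.176, with 1 of 9 pairs over 0.1, so the numbers do not pair the libraries. With the replicate as a block, 1 gene was lower in OV (LOC102633156, adjusted p = 0.000918, limma), 181 genes were called in KD with 180 shared, and no list tested at a claim changed its call.

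For the lists, the adjusted p of the integrin list was 0.0921 with the estimated correlation and 0.0522 without a filter, and that of the myosin II list 0.182 and 0.0817, against 0.0198 for both. fry gave 0.0407 for cell-cell junction, 8.16e-05 for T-tubule, 0.00229 for PI3K-AKT in KD and 0.0462 for PI3K-AKT in OV. The direction of the focal adhesion list in OV reversed with fry (0.370) and without 5NC replicate 1 (0.928) or OV replicate 3 (0.852), and that of PI3K-AKT in OV without 5NC replicate 2 (0.994) or OV replicate 1 (0.977). After the correction for gene length and GC content, added after seeing the data, the focal adhesion list in OV came close to 0.05, upwards (adjusted p = 0.0555, limma's camera, median 0.08), and PI3K-AKT changed direction (0.757, median 0.02). Over the fits that each left out 1 library the adjusted p was from 0.852 to 0.977 for focal adhesion and from 0.852 to 0.994 for PI3K-AKT in OV. The correlation of the KD and OV effects (r = -0.21) ranged from -0.24 to -0.17 when 1 library was left out.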

Differences from the paper's values

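The paper reports 321 genes higher in KD, and the count here was 57. No alternative set before the data were examined came within 1.5 times of it; the largest of them with a fold limit, the ratio of group means of at least 2 with a mean of at least 1, gave 213. The same ratio with a mean of at least 0.5, chosen after seeing the values, gave 301.

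The paper reports 288 genes lower in KD, and the count here was 123. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 197 and the ratio of means with a mean of at least 1 gave 221, within 1.5 times of the paper's value, and the others did not. Of those chosen after seeing the values, a pseudocount of 0.1 without a filter gave 213, the ratio with a mean of at least 0.5 gave 265 and 5NC as the control gave 262.

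The paper reports 17 genes higher and 25 lower in OV, and the counts here were 0 and 0. The ratio of group means of at least 2 with a mean of at least 1 gave 15 and 20, the only alternative set before the data were examined that came within 1.5 times of the paper's values. With a mean of at least 0.5, chosen after seeing the values, it gave 24 and 36.

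The paper names cell junction and T-tubules among the terms of genes higher in KD. The hand-written lists for them had adjusted camera p-values of 0.439 and 0.284, while fry gave 0.0407 and 8.16e-05, and Gja1, which is in the cell-cell junction list, fell past the threshold. A fry p does not compare a list with the other genes. For PI3K-AKT and MAPK in KD the adjusted camera p was 0.227 and 0.459, and fry gave 0.00229 for PI3K-AKT. For ECM receptor interaction, focal adhesion and PI3K-AKT in OV the adjusted camera p was 0.853 each, and fry gave 0.0462 for PI3K-AKT. The paper gives these pathways for changed genes without a direction. Tests of a shift in 1 direction cannot decide that, and Fisher's exact test in KD covered only higher genes. In KD, 1 higher and 6 lower of 138 PI3K-AKT genes were called, and 2 and 7 of 181 MAPK genes. Among all 11435 genes tested, 180 were called. The called share was thus larger in both lists than among all genes tested, in the direction of the paper's terms. Whether it was larger than chance gives was not tested.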

Other observations

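The tests on shared calls, gene length and GC content, seeds, splits of the libraries and smooth muscle genes against 5NC were set before their results were seen. Those on Gja1, the unshared calls that differ from 5NC, smooth muscle genes against 3NC, the seed words of the called genes, the interferon list after correction and the correlation of effects were chosen after a result was seen.

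Of the 180 genes called in KD against 3NC, 60 were called in the same direction against 5NC (20 higher and 40 lower). For these 60, a peculiarity of the 3NC libraries is not the whole cause. Gja1 was also lower against 5NC (log2 fold change -1.54). For the 120 other calls, 5NC differed from 3NC in the direction of the call by a median of 0.97, and 112 of them did so at an adjusted p of at most 0.05 (limma). Of the 120, 89 changed in the direction of the call against 5NC, and 70 of them did so at an adjusted p of at most 0.05 (limma). For these 70 a peculiarity of the 3NC libraries is not the whole cause, though 5NC differed from 3NC in the same direction by a median of 0.68. The other 50 had a median change of -0.09 against 5NC in the direction of the call, and 20 of them differed from 5NC in the opposite direction at an adjusted p of at most 0.05 (limma). They are chosen for a small change against 5NC, so an effect of the knockdown and a peculiarity of the 3NC libraries cannot be told apart for them. Between KD against 3NC and 5NC against 3NC, r was 0.319 across genes, and 100 simulations of unchanged groups that share the 3NC libraries gave 0.429 to 0.559. The simulations hold no differences between groups, which are common in these data. The comparison therefore does not show how much of the KD change comes from the 3NC libraries.

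Gene length and GC content argue against a bias as the whole cause of the 180 calls, since 93.9% remained after a correction. Of the 180, 18 had no length and GC value and were not corrected, and of the 162 with a value (90%) 93.2% remained. Of the 10 splits of the 6 libraries, 1 gave as many called genes, the real one, and the other splits gave 0. The same count was 1 of 10 for the integrin, T-tubule and ribosome biogenesis lists, 2 for myosin II, 3 for PI3K-AKT, 4 for MAPK and 5 for cell-cell junction by their camera p. A share below 0.1 cannot be reached with 3 libraries against 3.

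Seed matches of the 3 shRNAs were examined as an off-target source in KD. Genes with a seed word in the 3' UTR fell by a mean statistic as low as that of 0.7% of 10000 random sets of 3 words, or 4.48% of sets of words of the same base composition. Taken alone, the seed words of shRNAs 1, 2 and 3 were as low as 5.03%, 8.42% and 11.1% of 16308 words. Among words of the same base composition these were 4.29%, 100% (of only 7 words) and 9.29%, so the low place of the word of shRNA 2 goes with its composition. The shifts were small, -0.02 (1289 genes), -0.01 (3363) and -0.03 (116) log2 units for the seeds of shRNAs 1, 2 and 3. Among the genes called lower, 35.9% carried a seed word, against 36.9% of all 11150 genes with a 3' UTR (one-sided Fisher's exact p = 0.615), so seed matches may shift many genes slightly but do not account for the called genes.

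Which lists shifted in KD depended on the control. Against 3NC, by camera, HIF1 targets (adjusted p = 4.76e-08, median -0.30), NRF2 targets (5.91e-09, median -0.49), xenobiotic and glutathione genes (0.0495, median -0.05), TNF and IL17 genes (0.000284, median -0.18) and 4 germ cell genes (0.0198, median -0.32) were lower and mesenchymal (0.00849, median 0.42) and ECM receptor interaction genes (0.0198, median 0.33) higher. With an estimated correlation the ribosome biogenesis (0.000484), HIF1 (0.00252), NRF2 and TNF and IL17 lists (0.0398 each) held, and the others did not. Against 5NC, HIF1 targets were higher (0.00428, median 0.35), and NRF2 targets (0.534), TNF and IL17 genes (0.259), mesenchymal (0.158), ECM receptor interaction (0.158) and myosin II genes (0.376) were not past 0.05. Ribosome biogenesis genes were lower against 3NC (1.92e-15, median -0.41) and 5NC (8.51e-08, median -0.35), and integrins were higher against both (0.0198 and 0.00428). The ERK output list, added after values were seen, was lower in KD against 3NC (0.00119 with an estimated correlation) and against 5NC (0.0486, median -0.23), and higher in the libraries labelled OV than in 5NC (0.0019, median 0.22, and 0.0194 with an estimated correlation). The interferon-stimulated (0.682), Sertoli (0.682), stained-protein (0.778) and focal adhesion (0.957) lists were not past 0.05 against 3NC by camera. With fry the stained-protein list was at 0.000101, downwards with 3 of its 5 tested genes rising and Gja1 falling past the threshold, the Sertoli list at 0.00401, upwards, and the interferon-stimulated and focal adhesion lists at 0.107 and 0.127. The Leydig list and that of proteins measured in testis were too short to test.

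The smooth muscle list, written without Myl9, rose in KD against 3NC in 7 of 9 tested genes (limma's camera, adjusted p = 0.0295 over the 2 lists added, Benjamini-Hochberg, median 0.26), as would be seen if loss of Purb raised smooth muscle genes. With an estimated correlation the adjusted p of limma's camera was 0.217. Against 5NC the list did not rise past 0.05 (adjusted p = 0.207, limma's camera, median 0.11), while fry against 3NC gave 5.03e-05. Between the controls the list did not differ past 0.05 (adjusted p = 0.781, limma's camera, median 0.02), with 5 of 9 genes higher in 5NC. Since its genes go both ways there, loss of Purb and a peculiarity of the 3NC libraries cannot be told apart.

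In the libraries labelled OV against 5NC, 40 of 43 interferon-stimulated genes were lower (median -0.28, adjusted p = 9.63e-10, limma's camera with Benjamini-Hochberg adjustment), 29 of them at an adjusted p of at most 0.05 (limma). After the correction for gene length and GC content the adjusted p was 6.2e-12, so such a bias is not the cause. fry gave 5.77e-07 and an estimated correlation 0.00155. With each library left out it was between 7.93e-12 and 4.16e-06, the latter without OV replicate 3. The real split was the only 1 of 10 with as small a camera p. The overexpression itself is not shown by these values, since Purb, which contains the placed parts of the insert, did not rise. The design does not separate lncRNA5251 from other differences between these cultures, and no cause was tested further. NRF2 targets (0.000217, median 0.12), xenobiotic and glutathione genes (0.00102, median 0.07) and ribosome biogenesis genes (0.0290, median 0.04) were higher by camera, and 0.241, 0.586 and 0.207 with an estimated correlation.

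Small shifts between OV and 5NC were common, with 2518 genes at an adjusted p of at most 0.05 (limma), and in fits to the 6 libraries the real split gave 1504 and the other splits 0, so 1 of 10 gave as many. For the lists of Fig. 5d as small a camera p came in 3 of 10 splits for ECM receptor interaction, 10 for focal adhesion and 8 for PI3K-AKT. After the correction for gene length and GC content 67.8% of the 2518 genes remained, and 67.5% of the 2494 with a length and GC value, so a bias is not the whole cause of these shifts. Replicates 1 and 2 of OV deviated from 5NC with gene length (Spearman's rho across genes -0.525 and -0.421) and GC content (0.489 and 0.448), and replicate 3 did not (-0.04 and 0.02). The correction left 52.4% of the variance of replicate 3 minus the mean of the others, so the criterion set beforehand, that most of it goes, was narrowly not met. That it stays open was decided after this value was seen. The remaining variance of 0.0187 includes the ordinary spread of replicates, 0.0106 in 3NC, 0.0160 in KD and 0.0112 in 5NC after the same correction, and whether the bias is the whole difference cannot be told apart from that spread.

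The effects of KD and OV correlated with r = -0.21 (Spearman's rho -0.22) across genes, which are not independent replicates. In 11 of 100 splits r was as far from 0, so an r of this size may arise from the grouping of the libraries without an effect of the constructs. After the correction r was -0.21.

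The mRNA of the 11 proteins stained in C18-4 cells was reported in the table, though not the proteins. Gja4 (CX37), Ocln, Dsg2, Cldn11, Cdh1 and Cadm2 had under 1 RPKM in most libraries and were not tested. Of 5 tested genes, 3 had an adjusted p of at most 0.05 over all genes in KD against 3NC and 4 when adjusted over the list alone (limma). F11r (JAM1) rose by 0.54 (adjusted p = 3.27e-08, limma) against 3NC but was at -0.26 against 5NC (2.97e-05). Vcam1 rose by 0.16 (0.0554, and 0.0390 adjusted over the list alone, and 0.0388 over all genes without KD replicate 1) and Ctnnd1 fell by 0.15 (0.0258). Against 5NC neither was past 0.05, with Vcam1 at 0.07 (adjusted p = 0.374, limma) and Ctnnd1 at -0.02 (0.762). Ctnnd1 was no longer past 0.05 in 4 of the 6 fits that left out 1 library (0.0581 without 3NC replicate 1, 0.0828 without 3NC replicate 2, 0.0600 without KD replicate 2 and 0.0826 without KD replicate 3). Tjp1 (0.12, adjusted p = 0.274) was not past 0.05. In the libraries labelled OV against 5NC, 3 of the 5 genes had an adjusted p of at most 0.05 over all genes and 3 when adjusted over the list alone (limma). Gja1 rose, while Vcam1 (log2 fold change -0.26, adjusted p = 0.0156) and Tjp1 (-0.33, 0.0233) fell, and Ctnnd1 (-0.11, 0.151) and F11r (-0.01, 0.899) were not past 0.05. Vcam1 in OV was at 0.0642 without 5NC replicate 2 and 0.121 after quantile normalization. Tjp1 in OV was past 0.05 in only 2 of the 6 fits that left out 1 library, without 5NC replicate 1 (0.0382) and without OV replicate 3 (0.000101), and rose to 0.114 without OV replicate 1. Ctnnd1 in OV was at 0.0452 without OV replicate 3. The paper reports the proteins CX37, OCLN, JAM1, VCAM1 and CADM2 as increased in KD. Of the genes of proteins measured in testis, Bcl2l1 changed by -0.23 in KD against 3NC (0.00342) but by 0.19 against 5NC (0.00975), and by 0.35 in OV (0.00207), and the germ cell genes Ddx4, Sycp3, Tnp1 and Odf1 were under 1 RPKM. Gdnf was also under 1 RPKM and not tested with limma. It was at 0.790 ± 0.101 RPKM in 3NC, 0.343 ± 0.0666 in KD, 0.470 ± 0.030 in 5NC and 0.663 ± 0.0603 in OV (SD, n = 3). KD lay below 3NC, OV above 5NC and 5NC below 3NC without overlap (exact permutation test, two-sided p = 0.1 each, the smallest that 3 libraries against 3 allow). The paper reports GDNF protein as increased in KD testes. Cadm2, whose protein the paper also reports as increased, was at 0.0467 ± 0.0153 RPKM in 3NC and 0.123 ± 0.0451 in KD (SD, n = 3), again without overlap. It was at 0.0933 ± 0.0231 in 5NC, above 3NC without overlap, and 0.0333 ± 0.0115 in OV, below 5NC without overlap (SD, n = 3). The KD and 5NC libraries overlapped, so the higher value of Cadm2 in KD depended on the control, and all its values are near the floor. Gja4 and Ocln, whose proteins the paper also reports as increased, did not rise. Gja4 was at 0.42 ± 0.04 RPKM in 3NC and 0.36 ± 0.0721 in KD (SD, n = 3). Ocln was at 0.163 ± 0.0231 in 3NC and 0.14 ± 0.0265 in KD (SD, n = 3). For both genes the KD and 3NC libraries overlapped.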
